# Regulation of acetate tolerance by small ORF-encoded polypeptides modulating efflux pump specificity in *Methylomonas* sp. DH-1

**DOI:** 10.1186/s13068-023-02364-6

**Published:** 2023-07-18

**Authors:** Seungwoo Cha, Yong-Joon Cho, Jong Kwan Lee, Ji-Sook Hahn

**Keywords:** Acetate tolerance, LysR-type regulator, Methanotroph, RND-type efflux pump, Small open reading frame (smORF)

## Abstract

**Background:**

Methanotrophs have emerged as promising hosts for the biological conversion of methane into value-added chemicals, including various organic acids. Understanding the mechanisms of acid tolerance is essential for improving organic acid production. WatR, a LysR-type transcriptional regulator, was initially identified as involved in lactate tolerance in a methanotrophic bacterium *Methylomonas* sp. DH-1. In this study, we investigated the role of WatR as a regulator of cellular defense against weak organic acids and identified novel target genes of WatR.

**Results:**

By conducting an investigation into the genome-wide binding targets of WatR and its role in transcriptional regulation, we identified genes encoding an RND-type efflux pump (WatABO pump) and previously unannotated small open reading frames (smORFs), *watS1* to *watS*5, as WatR target genes activated in response to acetate. The *watS1* to *watS*5 genes encode polypeptides of approximately 50 amino acids, and WatS1 to WatS4 are highly homologous with one predicted transmembrane domain. Deletion of the WatABO pump genes resulted in decreased tolerance against formate, acetate, lactate, and propionate, suggesting its role as an efflux pump for a wide range of weak organic acids. WatR repressed the basal expression of *watS* genes but activated *watS* and WatABO pump genes in response to acetate stress. Overexpression of *watS1* increased tolerance to acetate but not to other acids, only in the presence of the WatABO pump. Therefore, WatS1 may increase WatABO pump specificity toward acetate, switching the general weak acid efflux pump to an acetate-specific efflux pump for efficient cellular defense against acetate stress.

**Conclusions:**

Our study has elucidated the role of WatR as a key transcription factor in the cellular defense against weak organic acids, particularly acetate, in *Methylomonas* sp. DH-1. We identified the genes encoding WatABO efflux pump and small polypeptides (WatS1 to WatS5), as the target genes regulated by WatR for this specific function. These findings offer valuable insights into the mechanisms underlying weak acid tolerance in methanotrophic bacteria, thereby contributing to the development of bioprocesses aimed at converting methane into value-added chemicals.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-023-02364-6.

## Background

Methane is an abundant and low-cost carbon source available from natural gas and biogas. In addition, methane is a greenhouse gas with a greater effect on global warming than carbon dioxide. Therefore, there is growing interest in utilizing methane as a next-generation feedstock [1, 2]. Methanotrophic bacteria, which utilize methane as a sole carbon and energy source, are promising hosts for the biological conversion of methane into value-added chemicals. Recently, various chemicals, including lactic acid, succinic acid, indole 3-acetic acid, and cadaverine, were successfully produced through the metabolic engineering of methanotrophs [3–7]. Even though the metabolic pathways of various methanotrophs have been predicted based on genomic sequencing, transcriptome and metabolome analyses, and metabolic modeling, little is known regarding transcriptional regulatory networks. So far, only a few gene-specific transcription factors have been characterized in methanotrophs, including MmoD, involved in the regulation of methane monooxygenase (MMO) genes, and EctR1, involved in ectoine biosynthesis in *Methylomicrobium alcaliphilum* 20Z [8, 9]. However, genome-wide studies to identify target genes and functions of transcriptional regulators have not yet been reported.

Organic acids, such as lactic, succinic, 3-hydroxy propionic, itaconic, and citric acids, are widely used in the food, cosmetics, and pharmaceutical industries, also serving as building blocks for polymer production [10]. In addition, weak monocarboxylic acids, such as acetic, propionic, sorbic, and benzoic acids, are widely used as food and beverage preservatives, which inhibit microbial cell growth. Therefore, understanding the tolerance mechanisms against weak organic acids is of great relevance for the microbial production of organic acids through increasing acid tolerance and for efficient microbial control. In common, undissociated forms of organic acids in acidic medium diffuse into cells and dissociate into protons and anions in the neutral cytosol [11, 12]. Both protons and anions perturb normal cellular functions, thus inducing cellular defense mechanisms, which vary depending on the chemical structures of anions [13–15]. To improve lactate production from methane, we previously developed a lactate-tolerant strain JHM80 through adaptive laboratory evolution of *Methylomonas* sp. DH-1 [4]. We determined that overexpression of the *watR* gene (AYM39_21120/AMY39_RS21130), which encodes a LysR-type transcriptional regulator (LTTR), is partly responsible for the lactate tolerance of JHM80. LTTR is one of the largest family of bacterial regulators with diverse functions [10, 11]. LTTR has a conserved N-terminal helix-turn-helix (HTH) motif responsible for DNA binding and a C-terminal effector binding domain, which recognizes various signaling molecules regulating LTTR activity (Additional file 1: Fig. S1). The *watR* operon, consisting of the *watR* and two downstream genes, is overexpressed in JHM80 due to a 2-bp (TT) deletion in the promoter region [4]. Overexpression of the two downstream genes did not affect lactate tolerance, suggesting that overexpressed WatR may enhance lactate tolerance via the activation or repression of its target genes.

In this study, we investigated the role of WatR in regulating stress responses against weak organic acids. By investigating genome-wide binding targets of WatR and WatR-dependent transcriptional regulation, we proposed a novel role for previously unannotated small open reading frames (smORFs) in acetate tolerance.

## Results

### Differential roles of WatR in tolerance to weak organic acids

We previously demonstrated that overexpression of *watR* due to a mutation in its promoter region is partly responsible for lactate tolerance in the JHM80 strain [4]. We further examined whether WatR is involved in the regulation of tolerance against other weak organic acids, including formate, acetate, and propionate, by growing cells in the presence of these acids. The mutant JHM80 strain exhibited higher tolerance against formate and propionate than its wild-type counterpart (Fig. 1). However, the tolerance phenotypes were abolished by deleting the *watR* operon (JHM82), suggesting that *watR* overexpression can enhance tolerance against propionate and formate, as well as lactate. In addition, deletion of the *watR* operon in the wild-type strain (JHM15) led to a decrease in lactate, propionate, and formate tolerance, further confirming the role for WatR in the stress response induced by these acids (Fig. 1). We previously confirmed that *watR* deletion in JHM80 reduced tolerance in the presence of 8 g/L lactate, while deletion of *watR* barely affected lactate tolerance at a lower concentration of 0.3 g/L (Fig. 1). Even without the *watR* gene, the JHM82 strain exhibited higher lactate tolerance than the wild-type strain (Fig. 1). In contrast, the JHM82 strain was more sensitive to propionate and formate than the *watR-*deleted wild-type strain (JHM15 strain, Fig. 1). These phenotypes of JHM82 strain might be due to additional mutations in the JHM80 strain conferring a selective advantage for lactate tolerance, which has not yet been characterized [4].

**Fig. 1:**
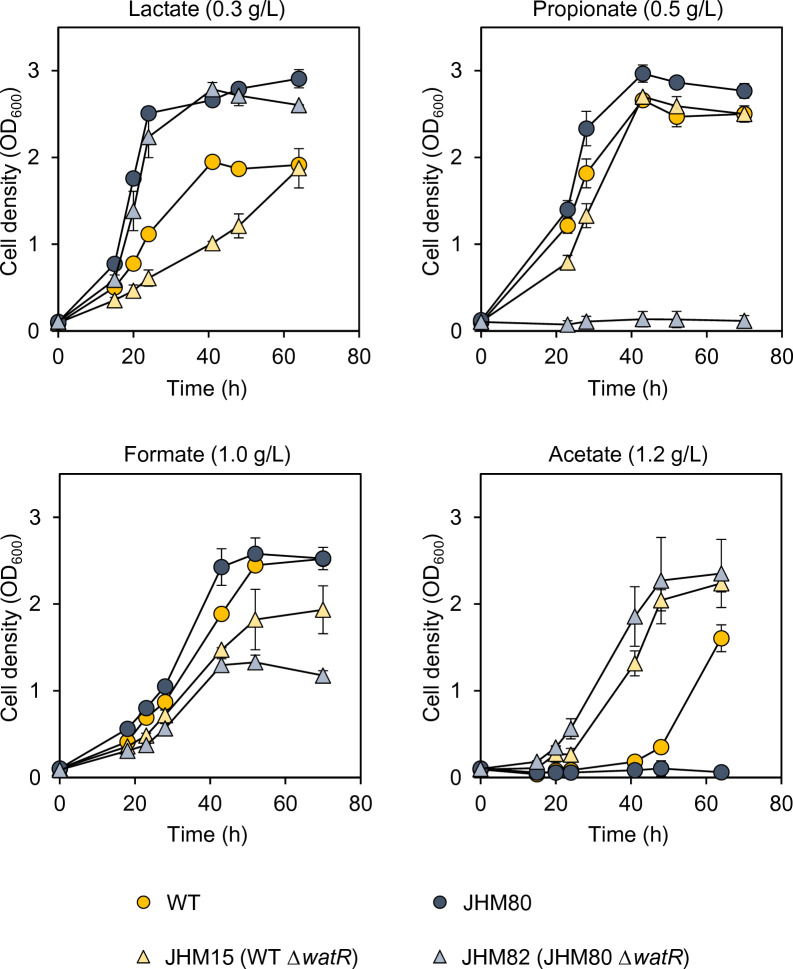
The effect of *watR* deletion in the wild-type and JHM80 strains on weak organic acid tolerance. Wild-type, JHM80, *ΔwatR* (JHM15), and JHM80 *ΔwatR* (JHM82) strains were grown in NMS media with 20% (v/v) methane containing 0.3 g/L lactate, 0.5 g/L propionate, 1.0 g/L formate, and 1.2 g/L of acetate with pH neutralization. Two independent experiments were averaged and plotted with standard deviations

Intriguingly, the effect of WatR on acetate tolerance showed the opposite tendency when compared with the other acids, i.e., JHM80 exhibited lower tolerance to acetate than the wild type (Fig. 1). Deletion of *watR* in the wild type also increased acetate tolerance, suggesting that WatR may negatively affect acetate tolerance. Taken together, WatR has differential effects on tolerance depending on the type of weak organic acids: it increases tolerance against lactate, propionate, and formate while decreasing tolerance against acetate.

### Determination of genome-wide binding sites of WatR

To understand the role of WatR in weak acid tolerance, we identified genome-wide binding targets of WatR via ChIP-Seq analysis. To obtain reliable ChIP-seq signals, the *watR* gene in the genome of JHM80 strain was tagged with Flag (JHM80WF), resulting in overexpression of *watR-Flag*. The Flag tagging to WatR did not affect normal cell growth (Additional file 1: Fig. S2). We obtained 22 WatR-binding peaks, among which 16 were located in the promoter regions of annotated genes (Additional file 1: Table S5). Conserved binding motifs, ATTGTT-[N]_11_-AACAA, were identified in the WatR-binding promoter regions (Fig. 2A), which is in agreement with the palindromic binding sites (T-[N]_11_-A) previously identified for LTTRs [10]. Binding of WatR to some of the target promoters was also confirmed via ChIP-qPCR (Fig. 2B). The targets included functionally diverse genes encoding a sulfate/thiosulfate transporter and enzymes such as citrate synthase (*gltA1*), phosphomannomutase (*pmmM*), dethiobiotin synthase (*bioD*), and membrane-bound protease (*ftsH*).

**Fig. 2:**
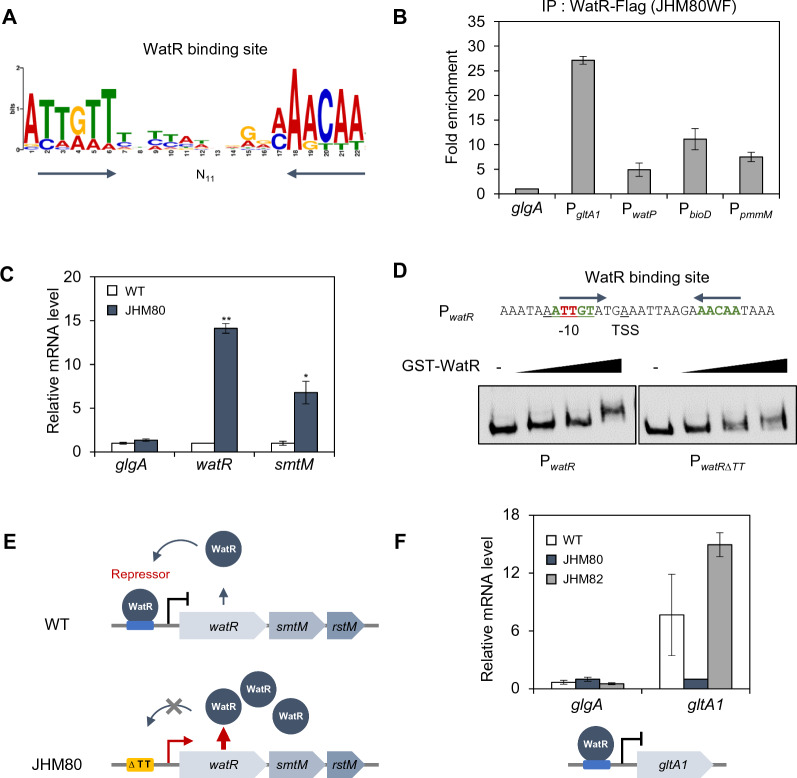
Identification of genome-wide binding sites of WatR. **A** Binding consensus sequence of WatR, discovered by ChIP-seq analysis. **B** Confirmation of WatR binding to the promoters of four selected target genes identified by ChIP-seq analysis. Binding of WatR-Flag to the target promoters in JHM80WF strain was detected by ChIP with anti-Flag antibody and indicated as fold enrichment relative to the binding to a negative control (*glgA* ORF). Each value represents the average ± standard deviations from three independent experiments. **C** Expression levels of *watR* operon genes (*watR* and *smtM*) in wild-type and JHM80 strains. The mRNA levels detected by qRT-PCR were normalized to that of *mxaF* gene and indicated as relative expression levels compared with those of wild type. The *glgA* gene was used as a negative control. Each value represents the average ± standard deviations from two independent experiments. Significant difference from wild-type strain is shown as *p < 0.1; **p < 0.05. **D** Binding of WatR to the *watR* promoter detected through in vitro EMSA assay. EMSA assay was performed by incubating GST-WatR protein with biotin-labeled *watR* promoter probes with or without TT deletion. WatR-binding sites (arrows), a putative -10 box, and transcription start site (TSS) are indicated. The deleted TT nucleotides in JHM80 are shown in red. **E** Autoregulation of *watR* expression. In wild type, WatR binds to its own promoter, repressing the expression. In the JHM80 strain, the TT deletion in the promoter prevents WatR binding, resulting in derepression of the operon. **F** Repression of *gltA1* by WatR. Expression levels of *gltA1* in the wild-type, JHM80, and JHM80 *ΔwatR* (JHM82) strains were detected by qRT-PCR. The relative mRNA levels are indicated compared with those of JHM80. Each value represents the average ± standard deviations from two independent experiments

### WatR functions as a repressor of its expression and *gltA1*

LTTRs are well known to autoregulate their expression [10]. As we previously reported, the expression of genes within the *watR* operon was upregulated in the JHM80 strain harboring a TT deletion in its own promoter (Fig. 2C). The deleted TT sequence is part of a putative -10 box, which overlaps with the predicted WatR-binding sequence (Fig. 2D), suggesting that the TT deletion may reduce the binding of WatR to its promoter. This idea agrees with the fact that the *watR* promoter was not detected as a WatR-binding site in our ChIP-seq experiment performed in the JHM80 strain background. Furthermore, we confirmed this hypothesis through an in vitro electrophoretic mobility shift assay with purified WatR protein (Fig. 2D, Additional file 1: Fig. S3). WatR exhibited a higher binding affinity to the wild-type *watR* promoter than the promoter harboring a TT deletion (Fig. 2D). These results suggest that WatR acts as a repressor of its expression. In the JHM80 strain, the TT deletion within the promoter region may prevent WatR binding, leading to derepression of the *watR* operon (Fig. 2E).

Among WatR target genes, *gltA1* encodes citrate synthase, which catalyzes the condensation between acetyl-CoA and oxaloacetate in the first step of the TCA cycle. Overexpression of *gltA* has been shown to eliminate acetate production and redirect carbon flux toward the TCA cycle in other bacteria [12, 13]. Therefore, we investigated whether *gltA1* expression levels are related to the WatR-dependent sensitivity to acetate stress. JHM80 exhibited lower *gltA1* expression than the wild type, which was restored following *watR* deletion, indicating that WatR represses *gltA1* (Fig. 2F). However, neither deletion nor overexpression of *gltA1* in the wild-type strain affected growth in the presence of acetate under our experimental conditions (data not shown).

### WatR activates genes encoding an efflux pump involved in general weak organic acid tolerance

Among the WatR target genes, we identified a gene cluster encoding a resistance–nodulation–division (RND)-type efflux pump commonly found in Gram-negative bacteria. The gene cluster includes an operon consisted of the AYM39_RS17395 gene (named *watP*), 17390 (named *watA*), and 17385 (named *watB*), as well as a divergently transcribed gene, AYM39_RS17405 (named *watO*) (Fig. 3A). Although *watP* has an unknown function, *watA*, *watB*, and *watO* were predicted to encode a membrane fusion protein, inner membrane protein, and outer membrane protein, respectively, forming a tripartite complex of the RND-type efflux pump (Fig. 3A). RND pumps are known to actively transport various antibiotics, organic substances, and metals [14, 15]. Therefore, we hypothesized that this RND pump (named the WatABO pump) might be responsible for the WatR-dependent tolerance against various weak organic acids. The expression levels of these genes were higher in the JHM80 strain than in the wild type but restored when the *watR* gene was deleted in JHM80 (JHM82 strain), suggesting that overexpressed WatR activates their transcription (Fig. 3B).

**Fig. 3:**
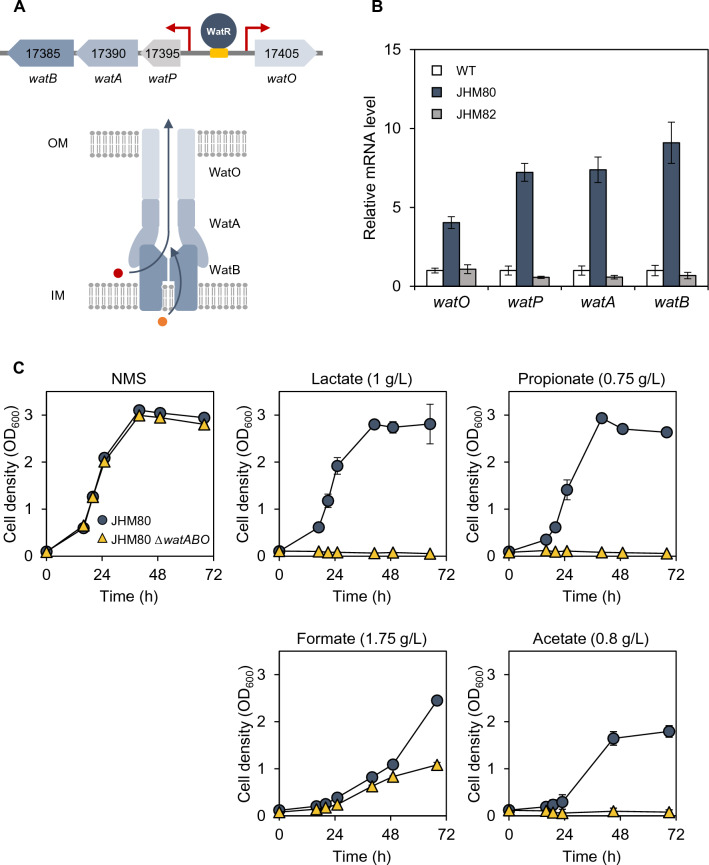
WatR-dependent activation of genes encoding an RND-type efflux pump contributing to organic acid tolerance. **A** Gene structure and putative functions of *watPAB* and *watO* genes regulated by WatR. Side view of the predicted WatABO efflux pump is shown. OM: outer membrane; IM: inner membrane. **B** WatR-dependent activation of the efflux pump genes. Transcript levels were detected by qRT-PCR in the wild-type, JHM80, and JHM80 *ΔwatR* (JHM82) strains and indicated as values relative to those of wild type. **C** The effect of deleting the efflux pump genes on acid tolerance. The JHM80 strain and JHM80 strain lacking the WatABO efflux pump (JHM87) were grown in NMS media with 20% (v/v) methane without or with the indicated weak organic acids. Each value represents the average ± standard deviations from two independent experiments

Next, we focused on the role of WatABO pump in JHM80 strain which can tolerance lactate at concentrations up to 8 g/L. When the above-mentioned *watABO* genes were deleted in JHM80, it exhibited severe lactate sensitivity even in the presence of 1 g/L lactate (Fig. 3C). This result suggested that the efflux pump plays a central role in the lactate tolerance of JHM80, possibly through pumping lactate out of cells. The WatABO-deficient JHM80 strain also exhibited sensitivity toward other weak organic acids including propionate, formate, and acetate, suggesting that the efflux pump works for a wide range of weak acids (Fig. 3C). Notably, the deletion of *watR* decreased tolerance against lactate, propionate, and formate but increased acetate tolerance (Fig. 1). Therefore, although the WatR-activated efflux pump can contribute to acetate efflux, other genes regulated by WatR seem to play more dominant roles in acetate tolerance.

### Expression of WatR target genes is induced by acetate but not lactate

Since *watR* deletion increased acetate tolerance but decreased lactate tolerance, we investigated whether the expression of *watR* target genes is regulated by these acids. Wild-type and *watR* deletion strains were treated with 0.15 g/L lactate or 0.6 g/L acetate for 10 min, which did not affect cell growth (data not shown). Although WatR overexpression increased lactate tolerance, the expression of WatR-repressed genes (*watR* and *gltA1*) and a WatR-activated gene (*watP*) was not considerably affected by lactate treatment (Fig. 4A). In contrast, acetate treatment induced the expression of *gltA*1 and *watP* (Fig. 4B). The acetate-dependent induction of *watP* and *gltA1* was diminished via *watR* deletion, suggesting that their induction mainly depended on WatR activity, regardless of whether WatR functions as an activator or repressor for basal expression (Fig. 4B). In agreement with the WatR-dependent repression of *gltA1* (Fig. 2F), the *watR* deletion mutant (JHM15 strain) exhibited higher basal expression levels of *gltA1* than the wild-type. In contrast, basal *watP* expression was not affected by *watR* deletion, suggesting that WatR activates *watP* only in the presence of acetate (Fig. 4B). However, the high basal expression level of *watP* in JHM80 suggests that high levels of WatR can activate the *watP* operon even in the absence of the inducer (Fig. 3B). The expression of *watR* gene was not induced by acetate (Fig. 4B), implying that acetate-dependent conformational changes in WatR may bring forth different effects depending on the target promoters.

**Fig. 4:**
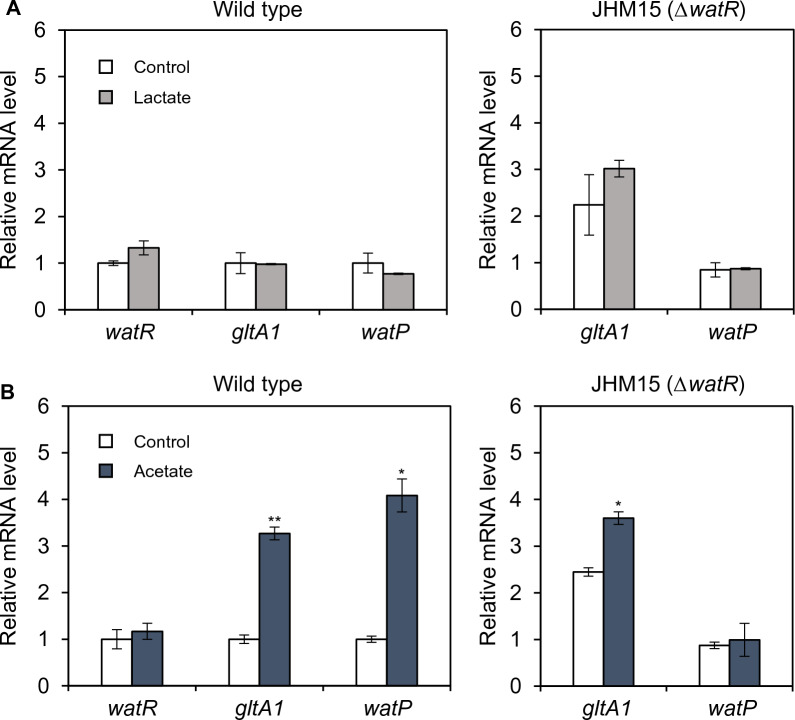
Induction of WatR target genes by acetate but not lactate. The wild-type and *ΔwatR* (JHM15) strains were grown in NMS media with 20% (v/v) methane until early exponential phase and then treated with 0.15 g/L lactate (**A**) or 0.6 g/L acetate (**B**) for 10 min. Transcript levels were detected by qRT-PCR and indicated as values relative to those of untreated wild type. Each value represents the average ± standard deviations from two (for lactate) or three (for acetate) independent experiments. Significant difference from wild-type strain is shown as *p < 0.1; **p < 0.05

### WatR regulates the expression of previously unannotated small open reading frames (smORFs)

To further understand cellular responses against acetate stress, we analyzed changes in the transcriptome following acetate treatment in both wild-type and JHM15 (*ΔwatR*) strains using RNA-seq experiments. 

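RNA-seq libraries were made from wild-type *Methylomonas* sp. DH-1, a bacterium that grows on methane, and from its *ΔwatR* strain. Each strain was sampled before acetate (0 min) and 10 min after acetate was added to 0.6 g/L. Each of the 4 groups held 2 libraries, numbered as biological replicates 1 and 2. The sample labels and Fig. 5 name the deletion strain JHM15, in which *watR*, *smtM* and *rstM* are replaced together (Table 1), whereas the methods name JHM80 for these libraries. The *watR* gene (AYM39_RS21130) had normalized counts of 1263 and 1383 in wild type before acetate and 894 and 922 with acetate. In *ΔwatR*, its values were 10.1 and 10.0 before acetate and 21.9 and 5.39 with acetate. The log2 difference between the strains was -6.90 before acetate (standard error 0.49, limma Benjamini-Hochberg adjusted p = 0.00158) and -6.23 with acetate (standard error 0.49, limma adjusted p = 0.00251). Both *smtM* and *rstM* were listed at 0 in all 4 *ΔwatR* libraries. In the 4 wild-type libraries *smtM* ranged from 562 to 835 and *rstM* from 583 to 811. With acetate in wild type, *watR* itself had a log2 change of -0.54 (standard error 0.49, limma adjusted p = 0.678).
The authors trimmed the reads with Trimmomatic 0.36, aligned them with hisat2 2.2.1 without spliced alignment, counted them per coding sequence with featureCounts and divided the counts by DESeq2 size factors. The resulting matrix of normalized counts holds 4583 annotated genes and 5 smORFs for the 8 libraries. Between 11450255 and 15877418 reads per library stand behind it, as calculated from the step by which its values rise. The paper's text does not name the strand option of featureCounts, so genes that overlap or lie antisense to another gene have uncertain values. Differential expression was tested with limma on the log2 of the normalized count plus 1, for the 4580 genes with a mean of at least 10. All 8 libraries entered 1 fit as 4 groups, without a term for the replicate number. A gene was called when its change was at least 2-fold with a Benjamini-Hochberg adjusted p under 0.05. The added 1 makes the fold changes of genes with low counts slightly too small. Over the tested genes, the SD of the log2 difference between replicates was 0.35 in wild type before acetate and 0.40 with acetate. In *ΔwatR* it was 0.21 before acetate and 0.48 with acetate.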

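With acetate, limma called 34 of the 4580 tested genes higher and 17 lower in wild type. At an unadjusted p under 0.05 with the same fold threshold, 64 genes were higher and 33 lower. In *ΔwatR*, 40 genes were called higher and 28 lower with acetate. The calls of both strains shared 35 genes, all in the same direction, while 16 were called in wild type alone and 33 in *ΔwatR* alone. Of the 51 genes called in wild type, 44 also passed the 2-fold and adjusted p thresholds in the authors' deposited comparison, and 5 of the other 7 were smORFs, which that comparison does not list. The largest increases in wild type were those of *watS5*, AYM39_RS08535 and *watS2*. Among the called genes whose replicates did not overlap, the largest decreases were those of the GroEL gene AYM39_RS03490, the RNA-binding protein gene AYM39_RS17600 and the HtpG gene AYM39_RS15300. AYM39_RS17600 had normalized counts of 2793 and 3260.1 in wild type before acetate, 523 and 451 in wild type with acetate, 4259 and 3370.2 in *ΔwatR* before acetate and 308 and 294 in *ΔwatR* with acetate. Its log2 change was -2.63 in wild type (standard error 0.17, limma Benjamini-Hochberg adjusted p = 0.00149) and -3.65 in *ΔwatR* (limma adjusted p = 0.00016). The number of calls fell lowest when 1 library was left out, which also leaves fewer samples. In wild type it was 7 without replicate 2 before acetate, 15 without replicate 1 before acetate, 29 without replicate 1 with acetate and 15 without replicate 2 with acetate. For *ΔwatR* it was 1 without either of its libraries before acetate. With the culture as a block it was 86 in wild type and 104 in *ΔwatR*.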

Acetate treatment resulted in the differential expression of 72 genes by ≥ twofold (*p* < 0.05), including 49 induced genes and 23 repressed genes (Additional file 1: Table S6). 

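By product name, 308 of the tested genes were transporters and 25 were chaperones. Of the 34 genes called higher in wild type, 4 were transporters against 2.29 that chance gives (odds ratio 1.86, one-sided Fisher exact test, p = 0.192). The pump genes *watA* and *watB*, also called higher, have product names without the words used and are not among the 4. Counting *watA*, *watB* and *watO* as transporters, a choice made after their values were seen, gave 6 of 34 (Fisher exact test, p = 0.0249). Without wild-type replicate 1 before acetate none of the 8 genes still called higher was a transporter (Fisher exact test, p = 1), a list too short to show a direction, and over all libraries left out in turn p lay between 0.294 and 1. The 308 transporters as a set had a median log2 change of -0.006, with 147 higher and 161 lower (limma's camera at a preset inter-gene correlation, p = 0.788; fry, p = 0.872). The log2 change of AYM39_RS09155, an ABC transporter with a peptidase domain, was 2.53 (standard error 0.36, limma adjusted p = 0.0171). Next to it in locus number, the HlyD family adaptor gene AYM39_RS09150 changed by 2.34 (standard error 0.38, limma adjusted p = 0.0332). The autotransporter gene AYM39_RS17285 rose by 1.76 (standard error 0.27, limma adjusted p = 0.0252), and the ABC transporter gene AYM39_RS12350 by 1.05 (standard error 0.16, limma adjusted p = 0.022). Each of the 4 was also higher in *ΔwatR* with acetate, with log2 changes of 2.36, 2.18, 1.79 and 1.53. None of the 4 was called in every fit with 1 library left out. For AYM39_RS09150 and AYM39_RS12350 this held without any 1 wild-type library or *ΔwatR* library before acetate (adjusted p up to 0.191 and 0.184). AYM39_RS17285 was not called without those libraries either, wild-type replicate 2 before acetate apart (up to 0.165), nor in a fit of the 4 wild-type libraries alone (adjusted p = 0.0618, in a range over the alternatives of 0.00177 to 0.0618). AYM39_RS09155 was not called without either wild-type library before acetate or wild-type replicate 2 with acetate (up to 0.141).
Of the 17 genes called lower, 5 were chaperones against 0.0928 that chance gives (odds ratio 93.4, one-sided Fisher exact test, p = 1.88e-08). The Fisher test treats genes as independent. By locus number DnaJ, DnaK and GrpE lie in the run AYM39_RS14180 to AYM39_RS14205. All genes of this run in Table S6 were called lower here, so 1 shared change may have been counted several times. As a set the 25 chaperones had a median log2 change of -0.21 (camera, p = 5.65e-05; with the inter-gene correlation estimated, p = 0.0283; fry, p = 0.00203), and 6 were called when p was adjusted over the list alone. Without wild-type replicate 2 before acetate only 2 genes were called lower, none of them a chaperone (Fisher p = 1). The GroEL gene AYM39_RS03490 had normalized counts of 13007 and 19515 before acetate and 1790.1 and 3214 with acetate in wild type, a log2 change of -2.73 (standard error 0.42, limma adjusted p = 0.0222). Leaving out 1 library gave -3.15 and -2.31 as lowest and highest values, and without any 1 wild-type library or *ΔwatR* library before acetate the gene was not called (adjusted p up to 0.212). HtpG (AYM39_RS15300) changed by -2.45 (standard error 0.28, limma adjusted p = 0.00751), DnaK (AYM39_RS14200) by -1.88 (standard error 0.24, limma adjusted p = 0.0132), GrpE (AYM39_RS14205) by -1.75 (standard error 0.18, limma adjusted p = 0.00686) and DnaJ (AYM39_RS14185) by -1.64 (standard error 0.16, limma adjusted p = 0.00592). These 4 genes were not called without wild-type replicate 2 before acetate, with adjusted p of 0.0802 for HtpG, 0.122 for DnaK, 0.0758 for GrpE and 0.0758 for DnaJ, and DnaK was not called without wild-type replicate 1 before or with acetate either (adjusted p = 0.077 and 0.0645). In *ΔwatR*, the log2 changes of the 5 genes lay between -2.56 and -1.56.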

The functional categories highly represented were membrane transporters in the induced genes and molecular chaperones in the repressed genes. Six of the induced genes exhibited at least twofold reduced induction in *ΔwatR,* suggesting WatR-dependent activation of these genes in response to acetate (Additional file 1: Table S6). These genes included three genes identified as direct WatR targets via ChIP-Seq analysis: AYM39_RS00605, 13560, and 17390 (*watA*). 

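Among the 34 genes called higher with acetate in wild type, 10 had a fold change at least 2 times that in *ΔwatR*. They were the 5 smORFs, AYM39_RS00605, AYM39_RS08535, *watA*, AYM39_RS07495 and AYM39_RS08545, the last 2 being named after their values were seen. These 5 annotated genes are all among the 6 that the paper reports by this criterion (Table S6). The remaining gene of the 6 is AYM39_RS13560, which was not called here. Table S6 also lists the 5 smORFs under WatR-dependent induction. AYM39_RS08535, annotated as a hypothetical protein, had normalized counts of 111 and 152 in wild type before acetate, 1459 and 1907 in wild type with acetate, 66.7 and 53.2 in *ΔwatR* before acetate and 64.7 and 40.4 in *ΔwatR* with acetate. Its log2 change with acetate was 3.68 in wild type (standard error 0.28, limma Benjamini-Hochberg adjusted p = 0.00196) and -0.21 in *ΔwatR* (adjusted p = 0.699). The difference between these responses, tested as an interaction term in limma, was 3.89 (standard error 0.39, adjusted p = 0.0291). With each library left out in turn this difference lay between 3.56 and 4.22, and it was not called without any 1 wild-type library or *ΔwatR* library before acetate (adjusted p up to 0.252). For the glutathione S-transferase gene AYM39_RS07495 the log2 change in wild type was 1.02 and the difference between strains 1.28 (standard error 0.18, limma adjusted p = 0.138). For AYM39_RS08545, which encodes an ATP-grasp domain protein, these values were 1.01 and 1.08 (standard error 0.25, limma adjusted p = 0.809). The increase of AYM39_RS07495 in wild type was not called without either wild-type library before acetate or wild-type replicate 2 with acetate (adjusted p up to 0.105). That of AYM39_RS08545 was not called without any 1 wild-type library or *ΔwatR* library before acetate (adjusted p up to 0.208), nor in a fit of the 4 wild-type libraries alone or in limma without the trend (adjusted p = 0.112 and 0.0527, in a range over the alternatives of 0.0075 to 0.112).
The interaction term passed the adjusted threshold for 3 of the 10 genes, *watS5*, AYM39_RS08535 and *watS2*, and for all 10 at an unadjusted p under 0.05. Genes chosen for a response in wild type will by chance respond less in the other strain. In 100 simulated data sets with the same response in both strains, the mean number of such genes was 3.86 and the highest 9, out of a longer list of called genes (a mean of 57.05, against 34). Leaving out 1 library moved the number from 10 to 3 without wild-type replicate 2 before acetate, to 5 without wild-type replicate 1 before acetate and to 5 without wild-type replicate 2 with acetate. No interaction term passed without any 1 wild-type library or *ΔwatR* library before acetate, and 6 passed without *ΔwatR* replicate 1 with acetate. Of the 34 genes, 20 were also called higher in *ΔwatR*. From the reduced induction of such genes in *ΔwatR*, the paper proposes that WatR activates them in response to acetate.

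**Figure D1:**
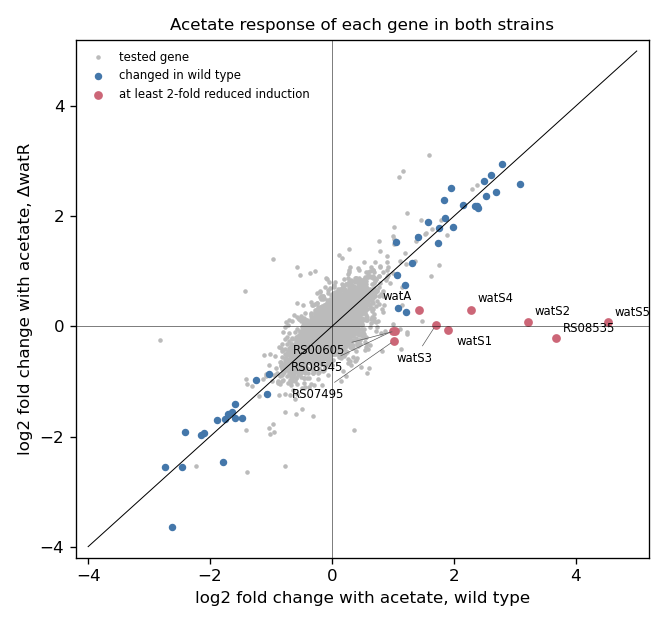
Log2 fold change with acetate of each of the 4580 tested genes in wild type (horizontal axis) and in *ΔwatR* (vertical axis), with the line of equal change, where blue points are called in wild type and red points are the 10 genes with at least 2-fold reduced induction. The red points lie between 1.01 and 4.52 on the horizontal axis and between -0.26 and 0.30 on the vertical axis.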

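AYM39_RS00605 had normalized counts of 342 and 449 in wild type before acetate, 814 and 798 in wild type with acetate, 753 and 775 in *ΔwatR* before acetate and 817 and 637 in *ΔwatR* with acetate. Its log2 change with acetate was 1.04 in wild type (standard error 0.18, limma Benjamini-Hochberg adjusted p = 0.0392) and -0.083 in *ΔwatR* (adjusted p = 0.824). The gene was not called in wild type without any 1 of the 4 wild-type libraries or *ΔwatR* libraries before acetate (adjusted p up to 0.202), nor in a fit of the 4 wild-type libraries alone or in limma without the trend (adjusted p = 0.0699 and 0.0528, in a range over the alternatives of 0.0163 to 0.0699). The difference between the strains was 1.12 (standard error 0.25, limma adjusted p = 0.809). AYM39_RS13560 had lower values, 43.2 and 74.5 in wild type before acetate, 144 and 106 in wild type with acetate, 54.6 and 62.2 in *ΔwatR* before acetate and 64.7 and 49.4 in *ΔwatR* with acetate. In wild type it rose by 1.11 on the log2 scale (standard error 0.30), which did not pass the adjusted threshold (limma adjusted p = 0.183), against -0.042 in *ΔwatR*, a difference of 1.15 (adjusted p = 0.999). For the *watA* gene (AYM39_RS17390), the difference between the strains was 1.13 (standard error 0.22, limma adjusted p = 0.506).
The 22 genes assigned to ChIP-seq peaks in Table S5 had a median log2 change with acetate of 0.18 in wild type, with 13 higher and 9 lower (camera, p = 0.00735; with the inter-gene correlation estimated, p = 0.0420; fry, p = 0.00101). Of these, 2 were called over all tested genes and 3 when p was adjusted over the list alone. Without the 5 genes reassigned to smORFs the set gave p = 0.0110 in camera at the preset correlation and p = 0.0519 with the correlation estimated, which does not pass. The difference in response between the strains had a median of 0.018 over the 22 genes (camera at the preset correlation, p = 0.0879; fry, p = 0.0328), and no gene of the list passed in limma, whether p was adjusted over all genes or over the list alone. The list holds the 5 annotated genes that Table S5 reassigns and not the 5 smORFs, of which *watS5* and *watS2* passed. Without the 5 reassigned genes this set test gave p = 0.372 in camera at the same correlation.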

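The citrate synthase gene *gltA1* (AYM39_RS19040) had normalized counts of 3184 and 3917 in wild type before acetate, 4831 and 7924 in wild type with acetate, 8692 and 9459.6 in *ΔwatR* before acetate and 12231 and 15365 in *ΔwatR* with acetate. With acetate its log2 change was 0.81 in wild type (standard error 0.25, limma Benjamini-Hochberg adjusted p = 0.238) and 0.60 in *ΔwatR* (adjusted p = 0.224). With the replicate number as a block, the limma adjusted p was 0.0472 in wild type and 0.0702 in *ΔwatR*. Neither change reached 2-fold, and the interaction term did not pass with the block (adjusted p = 0.998). The difference between these responses was 0.21 (standard error 0.36, limma adjusted p = 0.999), smaller than its standard error, and lay between -0.14 and 0.57 with each library left out in turn. The value in *ΔwatR* exceeded that in wild type by 1.36 before acetate (log2, limma adjusted p = 0.162) and by 1.15 with acetate (adjusted p = 0.173). Both differences were called with the replicate number as a block, at adjusted p of 0.00932 and 0.0125, in ranges over the alternatives of 0.00932 to 0.187 and 0.0125 to 0.691. The difference before acetate was also called in a fit of the 4 libraries before acetate alone (adjusted p = 0.0182).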

Consistent with the qRT-PCR experiments shown in Fig. 4B, the expression of *gltA1* also increased by acetate in a WatR-dependent manner. However, due to an induction fold (~ 1.8) lower than our filtration criteria, this gene was excluded from our initial selection. 

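On the scale of fold changes, *gltA1* rose 1.75-fold with acetate in wild type and 1.51-fold in *ΔwatR*. In wild type both replicates with acetate lay above both before acetate, as they did in *ΔwatR*.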

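AYM39_RS18690, annotated as a protein with a DUF2309 domain, had normalized counts of 3055 and 2628 in wild type before acetate, 733 and 1503 in wild type with acetate, 2476 and 2924 in *ΔwatR* before acetate and 3721 and 4747 in *ΔwatR* with acetate. Its log2 change with acetate was -1.43 in wild type (standard error 0.32, limma Benjamini-Hochberg adjusted p = 0.097) and 0.64 in *ΔwatR* (adjusted p = 0.285). The next gene by locus number, AYM39_RS18695, annotated as NADH dehydrogenase, had 3117 and 2524 in wild type before acetate, 261 and 599 in wild type with acetate, 2188 and 1716 in *ΔwatR* before acetate and 959.6 and 2767 in *ΔwatR* with acetate. It changed by -2.82 in wild type (standard error 0.52, limma adjusted p = 0.0508) and by -0.25 in *ΔwatR* (adjusted p = 0.818). Neither gene was called in wild type, and none of the 17 called genes had a decrease at least 2 times smaller in *ΔwatR*. At an unadjusted p, and with the culture as a block, both genes met these criteria. With the block the adjusted p in wild type was 0.0277 for AYM39_RS18690, in a range over the alternatives of 0.0277 to 0.179, and 0.0137 for AYM39_RS18695, in a range of 0.0137 to 0.065. In a fit of the 4 wild-type libraries alone AYM39_RS18695 was called as well (adjusted p = 0.0228). AYM39_RS18690 was also called without wild-type replicate 2 with acetate (adjusted p = 0.0341), and AYM39_RS18695 without either *ΔwatR* library with acetate (adjusted p down to 0.0122). The difference in response between the strains was -2.07 for AYM39_RS18690 (standard error 0.45, limma adjusted p = 0.766) and -2.57 for AYM39_RS18695 (standard error 0.74, limma adjusted p = 0.999). In simulations with equal responses in both strains, a mean of 5 called genes had such a reduced decrease, out of a mean of 45.1 called lower, against 17 here.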

Two of the acetate repressed genes (AYM39_RS18690 and 18695) showed WatR-dependent repression, but WatR may regulate these genes indirectly because WatR binding to these genes was not detected (Additional file 1: Table S6).

Unexpectedly, when we manually analyzed the RNA-seq peaks using an integrative genomics viewer (IGV), peaks assigned as AYM39_RS00605 and 13560 genes were not mapped to these ORFs but located in the intergenic regions where we could identify short unannotated ORF containing about 50 amino acids (Fig. 5A). 

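The deposited files hold values with and without separate smORFs. The authors' comparison tables list the annotated genes alone, and the matrix of normalized counts also lists the smORFs. Between them, 8 of the genes drawn beside the smORFs in Fig. 5A differ by more than 1%. For AYM39_RS13560, beside *watS5*, the mean over the 8 libraries was 247 in the comparison tables and 74.9 in the matrix, a decrease of 69.7%. The part that was lost rose with acetate in wild type from a mean of 16.8 to 474. For AYM39_RS00605, beside *watS1*, the mean was 743 in the comparison tables and 673 in the matrix, a decrease of 9.42%. The other 6 genes lost between 1.50% and 16.7%. Values of AYM39_RS00605 and AYM39_RS13560 given here are those of the matrix.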

The expression levels of these smORFs increased upon acetate stress in the wild type but not in the JHM15 (*ΔwatR*) strain. In addition, these genes exhibited higher basal expression levels in the JHM15 (*ΔwatR*) strain. Therefore, the smORFs, named *watS1* and *watS5*, were repressed by WatR under normal conditions and activated upon acetate stress (Fig. 5A).

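The smORF *watS1* had normalized counts of 161 and 133 in wild type before acetate and 560.0 and 543 with acetate, a log2 change of 1.91 (standard error 0.26, limma Benjamini-Hochberg adjusted p = 0.0162). In *ΔwatR* the values were 545 and 522 before acetate and 689 and 379 with acetate, a change of -0.06 (standard error 0.26, adjusted p = 0.922). For *watS5*, the values in wild type were 74.4 and 69.7 before acetate and 1640.2 and 1711 with acetate, a log2 change of 4.52 (standard error 0.30, limma adjusted p = 0.00149). In *ΔwatR* they were 369 and 358 before acetate and 558 and 261 with acetate, a change of 0.071 (adjusted p = 0.921). The interaction term for *watS5* was 4.45 (standard error 0.43, limma adjusted p = 0.0291). Leaving out 1 library moved it between 3.91 and 5.00, and it was not called without any 1 wild-type library or *ΔwatR* library before acetate (adjusted p up to 0.252). The interaction term for *watS1* was 1.97 (standard error 0.37) and did not pass over all genes (limma adjusted p = 0.459), except without *ΔwatR* replicate 1 with acetate (adjusted p = 0.0114). The increase of *watS1* in wild type was not called without any 1 of the 4 wild-type libraries (adjusted p up to 0.142), whereas that of *watS5* was called with each of the 8 libraries left out.

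**Figure D2:**
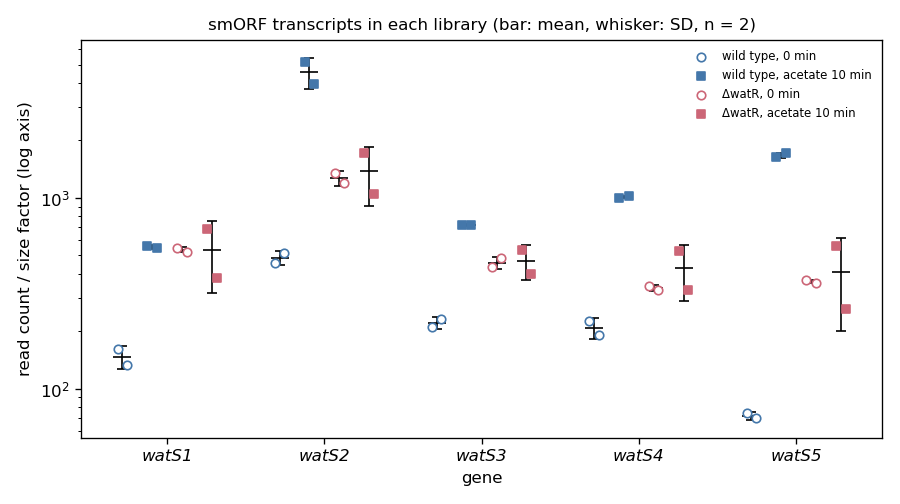
Normalized counts of *watS1* to *watS5* in each library on a log axis, by strain and treatment, with points for the 2 libraries of each group, a bar at their mean and whiskers of 1 SD. For *watS5*, the wild-type libraries with acetate lie at 1640.2 and 1711 and the *ΔwatR* libraries with acetate at 558 and 261.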

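Before acetate, *watS1* was higher in *ΔwatR* than in wild type by 1.86 on the log2 scale (standard error 0.26, 3.63-fold) and *watS5* by 2.32 (standard error 0.30, 4.99-fold). For both, each *ΔwatR* library lay above each wild-type library. Neither difference passed the threshold over all 4580 genes (limma Benjamini-Hochberg adjusted p = 0.0799 and 0.0773). With the replicate number as a block, both were called, at adjusted p of 0.0089 for *watS1* in a range over the alternatives of 0.00571 to 0.107, and 0.00932 for *watS5* in a range of 0.00147 to 0.0936. In a fit of the 4 libraries before acetate alone both were called too (adjusted p = 0.00571 and 0.00147). Both were also called without either *ΔwatR* library with acetate, whose replicates lie farthest apart (adjusted p down to 0.00289 for *watS1* and 0.000307 for *watS5*).
In the same comparison, limma called 0 genes higher and 3 lower in *ΔwatR*, the 3 genes of the replaced operon. At an unadjusted p under 0.05, 13 genes were at least 2-fold higher and 21 lower, and with the replicate number as a block 9 were higher and 18 lower. Without either *ΔwatR* library with acetate, 9 genes were called.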

**Fig. 5:**
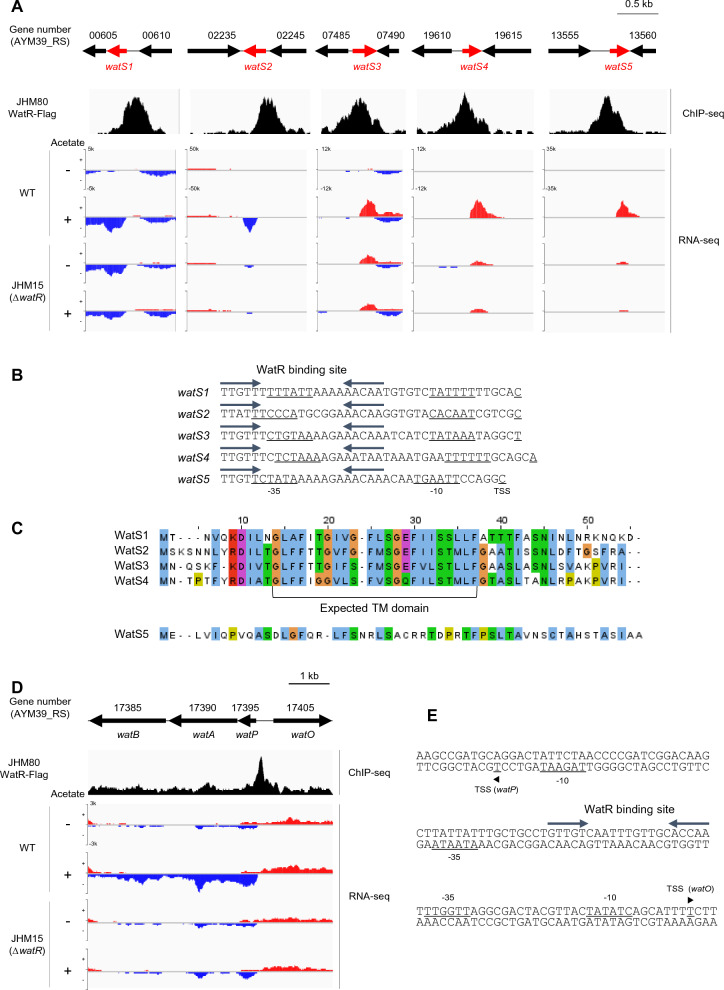
WatR-dependent regulation of smORF genes upon acetate stress. **A** WatR-dependent regulation of smORF genes. Locations of five unannotated smORFs (*watS1*-*watS5*) are aligned with the WatR-binding peaks detected via ChIP-Seq and transcript levels detected via RNA-seq using the IGV 2.3.72 program. RNA-seq analysis was performed in the wild-type and *ΔwatR* (JHM15) strains with or without acetate treatment. **B** The promoter sequences of *watS1*-*watS5* with their expected -35 box, -10 box, and TSS. The conserved WatR-binding sites are shown as inverted arrows. **C** The homology alignment of amino acid sequences of WatS1 to WatS5. A putative transmembrane domain region conserved in WatS1 to WatS4 is indicated. **D** WatR-dependent regulation of WatABO efflux pump genes. The gene locations were aligned with the WatR-binding peaks detected via ChIP-seq analysis and transcript levels detected by RNA-seq. **E** The promoter sequences of the divergently transcribed *watPAB* and *wat*O genes with their expected -35 box, -10 box, and TSS. The putative WatR-binding sites are shown as inverted arrows

Based on these findings, we reexamined the 22 WatR-binding ChIP-seq peaks and RNA-seq data using the IGV browser, identifying three more WatR-regulated smORFs that had been matched with wrong ORFs or an intergenic region in our original ChIP-Seq analysis (Fig. 5A, Additional file 1: Table S5). The newly identified smORFs, named *watS2*, *watS3,* and *watS4*, also showed similar expression patterns to those of *watS1* and *watS5*, indicating the repression by WatR under normal conditions and activation upon acetate stress (Fig. 5A). 

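In wild type, *watS2* had normalized counts of 455 and 515 before acetate and 5157 and 3954 with acetate, a log2 change of 3.22 (standard error 0.25, limma Benjamini-Hochberg adjusted p = 0.00196). The values of *watS3* were 210.0 and 232 before and 724 and 716 with acetate, a change of 1.70 (standard error 0.17, limma adjusted p = 0.00592). Those of *watS4* were 226 and 189.7 before and 999 and 1019 with acetate, a change of 2.28 (standard error 0.22, limma adjusted p = 0.00592). The increase of *watS3* was not called without either wild-type library before acetate (adjusted p up to 0.0758), and that of *watS4* without wild-type replicate 2 before acetate (adjusted p = 0.0758).
In *ΔwatR*, the values before and with acetate were 1346 and 1189.6 against 1716 and 1044 for *watS2*, 431 and 481 against 535 and 398 for *watS3*, and 347 and 330.0 against 525 and 328 for *watS4*. Their replicates with acetate lay 1 above and 1 below both values before acetate. The log2 changes were 0.081, 0.017 and 0.29, with limma adjusted p of 0.884, 0.968 and 0.485. The difference in response between the strains was 3.14 for *watS2* (standard error 0.35, limma adjusted p = 0.0384). With each library left out in turn it lay between 2.78 and 3.50, and it was not called without any 1 wild-type library or *ΔwatR* library before acetate (adjusted p up to 0.413). In limma without the trend it was not called either (adjusted p = 0.0553, in a range over the alternatives of 0.0036 to 0.0553). For *watS3* the difference was 1.68 (adjusted p = 0.138) and for *watS4* 1.98 (adjusted p = 0.201), and both were called without *ΔwatR* replicate 1 with acetate (adjusted p = 0.0256 and 0.0114).
Before acetate, *watS2* was higher in *ΔwatR* by 1.38 on the log2 scale (limma adjusted p = 0.153), *watS3* by 1.04 (adjusted p = 0.108) and *watS4* by 0.70 (adjusted p = 0.633), none of which passed. With the replicate number as a block, *watS2* and *watS3* were called (adjusted p = 0.0171 and 0.0328, in ranges over the alternatives of 0.0147 to 0.187 and 0.0328 to 0.144), and so they were in a fit of the 4 libraries before acetate alone (adjusted p = 0.0147 and 0.0377) and without either *ΔwatR* library with acetate (adjusted p down to 0.0404 and 0.0423). Because *watS1* to *watS4* encode highly homologous polypeptides, reads of 1 could have been counted for another, and their values are uncertain to that extent.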

In agreement with the repressor-type regulation, the well-conserved WatR-binding consensus sequences overlap with the predicted -35 box regions of these smORFs (Fig. 5B). Except for *watS5*, the polypeptides encoded by *watS1* to *watS4* showed highly homologous amino acid sequences containing a putative transmembrane domain (Fig. 5C, Additional file 1: Fig. S4).

In agreement with the qRT-PCR results shown in Fig. 4, the expression of genes encoding the RND-type efflux pump, *watPAB* and *watO*, was induced following acetate addition in the wild-type, but not the JHM15 (*ΔwatR*) strain (Fig. 5D)*.* Promoter analysis revealed that a putative WatR-binding site is located between the two expected -35 boxes of bidirectional genes (Fig. 5E).

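The *watP* gene (AYM39_RS17395) had normalized counts of 202 and 264 in wild type before acetate, 466 and 518 in wild type with acetate, 234 and 243 in *ΔwatR* before acetate and 267 and 336 in *ΔwatR* with acetate. The *watA* gene had 518 and 450.0 in wild type before acetate, 1337 and 1260.1 in wild type with acetate, 418 and 490.5 in *ΔwatR* before acetate and 606 and 511 in *ΔwatR* with acetate, and *watB* (AYM39_RS17385) 789.9 and 647 in wild type before acetate, 1834 and 1508 in wild type with acetate, 567 and 609.8 in *ΔwatR* before acetate and 752 and 653 in *ΔwatR* with acetate. In wild type the log2 change with acetate was 1.09 (standard error 0.18, limma adjusted p = 0.0357) for *watP*, 1.43 (standard error 0.15, limma adjusted p = 0.00686) for *watA* and 1.22 (standard error 0.17, limma adjusted p = 0.0162) for *watB*. These 3 calls were lost in some fits with fewer libraries, although the increases remained. Their log2 changes lay between 0.89 and 1.28 (*watP*), 1.32 and 1.53 (*watA*) and 1.07 and 1.36 (*watB*) with each library left out. A lost call can reflect the fewer samples, so it does not show that 1 library carried the increase. Without any 1 wild-type library, *watP* and *watB* were not called (adjusted p up to 0.21 and 0.134), *watP* was not called without either *ΔwatR* library before acetate or in a fit of the 4 wild-type libraries alone (adjusted p = 0.069, in a range over the alternatives of 0.00886 to 0.069), and *watA* was not called without wild-type replicate 2 before or with acetate (adjusted p up to 0.0758). In *ΔwatR* the changes were 0.33, 0.30 and 0.25 (limma adjusted p = 0.347, 0.314 and 0.431). The difference in response between the strains was 0.76 for *watP* and 0.96 for *watB* (both with limma adjusted p = 0.999). With acetate, *watA* was lower in *ΔwatR* by a log2 difference of -1.22 (adjusted p = 0.0372), *watB* by -1.25 (adjusted p = 0.0397) and *watP* by -0.71 (adjusted p = 0.288), of which the first 2 were called. Both calls were lost in a fit of the 4 libraries with acetate alone (adjusted p = 0.306 for each) and in 7 of 8 fits with 1 library left out, all but the one without *ΔwatR* replicate 1 with acetate (adjusted p up to 0.290 for *watA* and 0.302 for *watB*).
The divergent gene *watO* (AYM39_RS17405) had 451 and 402 in wild type before acetate, 444 and 555 in wild type with acetate, 372 and 379 in *ΔwatR* before acetate and 462 and 431 in *ΔwatR* with acetate. Its log2 change with acetate was 0.22 in wild type (standard error 0.15, limma Benjamini-Hochberg adjusted p = 0.573) and 0.25 in *ΔwatR* (adjusted p = 0.396). With each library left out in turn the change in wild type lay between 0.06 and 0.38. The difference between the strains was -0.028 (standard error 0.22).

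**Figure D3:**
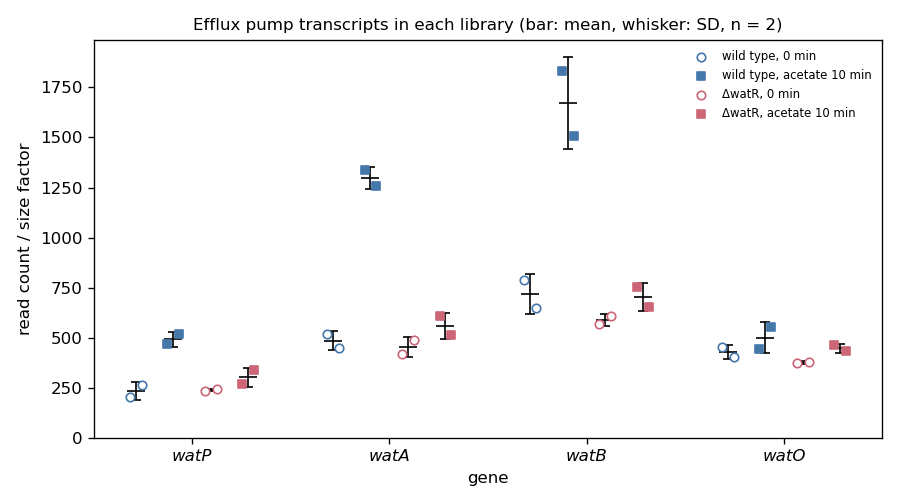
Normalized counts of *watP*, *watA*, *watB* and *watO* in each library, by strain and treatment, with points for the 2 libraries of each group, a bar at their mean and whiskers of 1 SD. The wild-type libraries with acetate lie highest for *watP*, *watA* and *watB*, and at 444 and 555 for *watO*, against 462 and 431 in *ΔwatR* with acetate.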

### WatR-binding affinity to both activator and repressor target genes increased under acetate stress

Next, we investigated whether the binding affinity of WatR to its target genes changes under acetate stress. Due to the relatively weak basal expression level of *watR* in the wild-type strain, immunoprecipitation experiments were not feasible. 

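In wild type before acetate, *watR* had a mean normalized count of 1323 ± 84.6 (SD, n = 2). This was rank 1601 from the top of the 4588 genes and smORFs, the 65.1th percentile, where the median over all was 842. The counts are not corrected for gene length.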

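The elongation factor Tu genes AYM39_RS17870 and AYM39_RS17935 had mean normalized counts of 48365 ± 10017 and 30906 ± 6518 (SD, n = 2) in wild type before acetate, ranks 23 and 34 of 4588. Both carry the same product name, so reads of 1 could have been counted for the other.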

To overcome this limitation, we overexpressed *watR* using the *EFTu* (elongation factor Tu) promoter, chosen for its suitable promoter strength based on the information obtained from the promoter database [16] and our RNA-seq data. Therefore, ChIP-qPCR analysis was performed in JHM16WF strain overexpressing *watR-Flag* from the *EFTu* promoter. The WatR target genes were induced at 0.6 g/L acetate in the wild-type strain (Fig. 4B). However, due to the higher expression levels of *watR* in the JHM16WF strain, the amount of acetate had to be increased to 3.0 g/L to observe the induction of *watP* and *watS1* (Fig. 6A). We performed ChIP experiments under the same acetate stress conditions inducing the expression of *watP* and *watS1* (Fig. 6B). WatR exhibited stronger binding to the promoter of repressor-type target *watS1* than to the activator-type target *watP*. However, irrespective of the regulation type, WatR-binding affinity increased upon acetate stress (Fig. 6B).

**Fig. 6:**
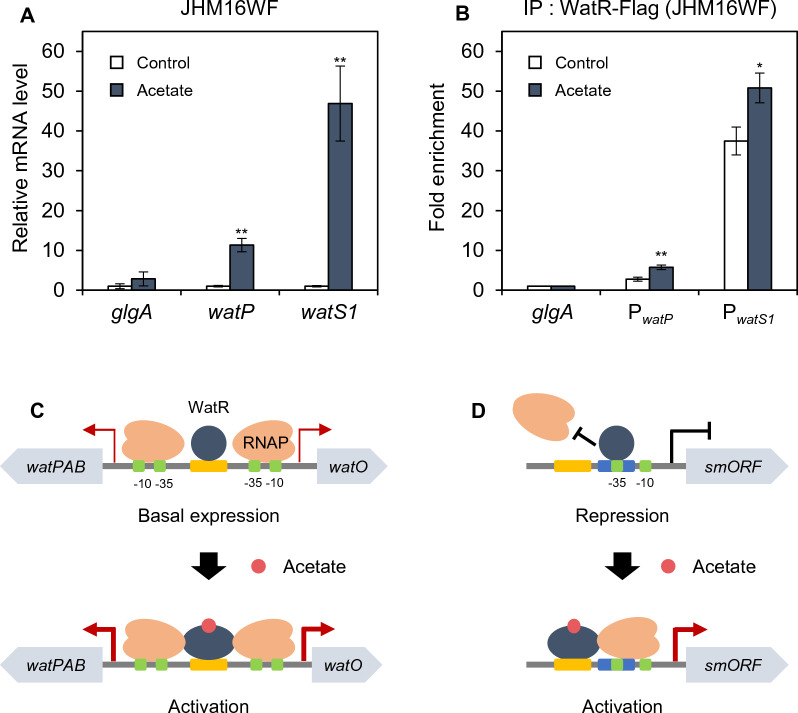
Changes in DNA binding affinity of WatR upon acetate stress. **A** Induction of *watP* and *watS1* gene expression by acetate. The JHM16WF strain expressing *watR-Flag* from the P_*EFTu*_ promoter was grown in NMS medium with 20% (v/v) methane and treated with 3.0 g/L of acetate for 10 min. The mRNA expression levels were detected by qRT-PCR and indicated as values relative to those of untreated control. Each value represents the average ± SD of the relative fold enrichment of three independent experiments, normalized to *glgA*. Significant difference from untreated sample is shown as **p < 0.05. **B** Changes in WatR DNA binding upon acetate stress. The JHM16WF strain was grown in NMS medium with 20% (v/v) methane and treated with 3.0 g/L of acetate for 10 min. ChIP analysis was performed with anti-Flag antibody and WatR binding to the promoters was detected by qPCR. Each value represents the average ± SD of the relative fold enrichment of two independent experiments, normalized to a negative control (*glgA* ORF). Significant difference from untreated sample is shown as *p < 0.1; **p < 0.05. **C** Model for the WatR-dependent transcriptional regulation of *watPAB* and *watO* genes. The WatR-binding sites does not overlap with the RNA binding sites, enabling basal transcription. Upon acetate stress, WatR activates transcription, which involves increasing DNA binding affinity. **D** Model for the WatR-dependent transcriptional regulation of smORFs. The WatR-binding sites overlap with the RNA binding sites, repressing basal transcription. Upon acetate stress, WatR activates transcription possibly by shifting the binding site to expose the RNA polymerase binding site

The activity of LTTRs is typically regulated by conformational changes induced via effector binding to the C-terminal domain. Therefore, acetate itself or another metabolite generated upon acetate stress may act as a ligand regulating WatR activity. In the case of activator-type target genes, such as *watP*, the activator activity of WatR seems to be enhanced by acetate, which involves an increase in DNA binding (Fig. 6C). In the case of repressor-type target genes, such as *watS1*, WatR acts as a repressor under normal conditions (Fig. 6D). Upon acetate stress, instead of WatR derepressing target genes by being released from the promoter, WatR seems to change to an activator, possibly by shifting binding sites in the promoter, thus exposing the RNA polymerase binding site (Fig. 6D). This hypothesis is supported by the RNA-seq data showing higher acetate-induced mRNA levels of *smORF* genes in the wild-type compared to the *watR* deletion mutant (Fig. 5A).

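With acetate, the log2 difference of *ΔwatR* from wild type was -2.13 for *watS5* (standard error 0.30, limma Benjamini-Hochberg adjusted p = 0.0461) and -1.75 for *watS2* (standard error 0.25, adjusted p = 0.045), both called lower. Both calls were lost without any 1 wild-type library or *ΔwatR* library before acetate, and that of *watS2* also without *ΔwatR* replicate 2 with acetate (adjusted p up to 0.341 for *watS5* and 0.341 for *watS2*). In a fit of the 4 libraries with acetate alone neither was called (both with adjusted p = 0.306), nor in limma without the trend (both with adjusted p = 0.0571, in ranges over the alternatives of 0.00598 to 0.306 for *watS5* and 0.00385 to 0.306 for *watS2*). The difference was -1.28 for *watS4* (adjusted p = 0.0811), which was called with the replicate number as a block (adjusted p = 0.012, in a range over the alternatives of 0.012 to 0.482) and without *ΔwatR* replicate 1 with acetate (adjusted p = 0.00968). For *watS3* it was -0.64 (limma adjusted p = 0.307). For *watS1* it was -0.11 (limma adjusted p = 0.837), and its replicates in *ΔwatR* lay on both sides of the wild-type values. In the whole comparison, limma called 2 genes higher and 13 lower in *ΔwatR* with acetate, and 23 and 44 at an unadjusted p under 0.05. The number of calls was 44 with the replicate number as a block, 99 without *ΔwatR* replicate 1 with acetate, 5 without *ΔwatR* replicate 2 with acetate, and 4 without any 1 of both *ΔwatR* libraries before acetate, both wild-type libraries before acetate or wild-type replicate 1 with acetate.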

### smORFs are responsible for acetate tolerance via efflux pump regulation

Since smORFs were identified as major targets regulated by WatR upon acetate stress, we next investigated the role of these smORFs in acetate tolerance. The *watS1 and watS5* genes were overexpressed under the control of the strong *mxaF* promoter by replacing the *fliE* ORF in the genome. The *filE* site was chosen as it demonstrated high integration efficiency without negatively impacting the native physiology of the strain [4]. Overexpression of *watS1* (JHM161) and *watS5* (JHM165) increased acetate tolerance compared with the control Δ*fliE* strain (JHM16) (Fig. 7A). Furthermore, the overexpression of *watS1* showed a greater effectiveness in increasing acetate tolerance than *watS5* (Fig. 7A). Consistent with the high homology among WatS1 to WatS4 (Fig. 5C), strains overexpressing *watS2* (JHM162)*, watS3* (JHM163)*,* and *watS4* (JHM164) also showed higher acetate tolerance than that of *watS5*-overexpressing strain (Additional file 1: Fig. S5). However, overexpression of *watS1* did not improve tolerance against lactate and propionate, suggesting that WatS1 function is specific to acetate (Fig. 7A). In line with the positive effect of *watS1* overexpression on acetate tolerance, deletion of *watS1* (JHM17) decreased tolerance to acetate only but not propionate and lactate (Fig. 7B). Therefore, we further investigated acetate tolerance mechanisms induced by *watS1*.

**Fig. 7:**
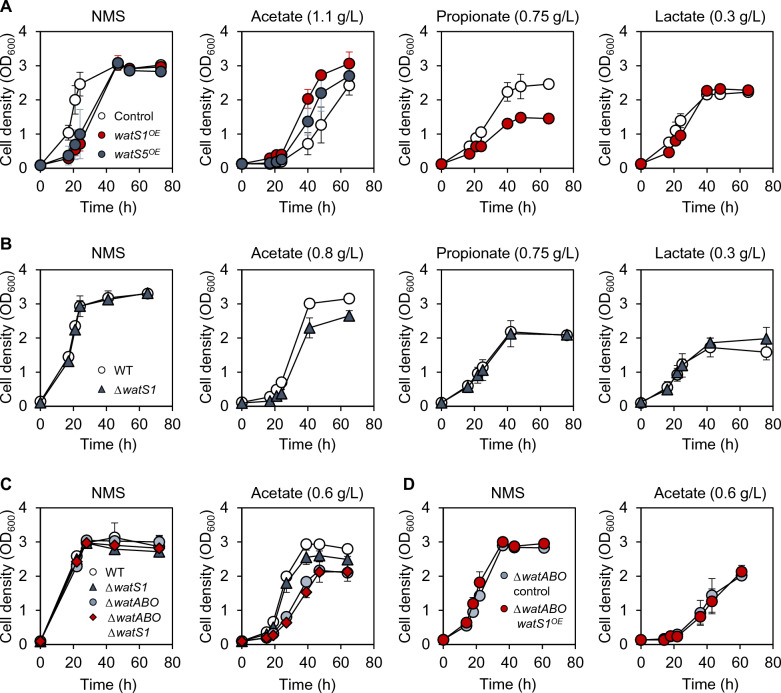
WatS1 controls acetate tolerance only in the presence of WatABO pump. **A** The effect of overexpressing the *watS1* and *watS5* genes on acid tolerance. The *ΔfliE* control strain (JHM16) and strains replacing the *fliE* gene with *watS1* or *watS5* overexpression cassette (JHM161 and JHM165) were grown in NMS media with 20% (v/v) methane without or with weak organic acids as indicated. Each value represents the average ± standard deviations from two independent experiments. **B** The effect of deleting the *watS1* gene on acid tolerance. The wild-type and *watS1* deletion (JHM17) strains were grown in NMS media with 20% (v/v) methane without or with weak organic acids as indicated. Each value represents the average ± standard deviations from two independent experiments. **C** The effect of deleting the *watS1* and WatABO pump genes. The wild-type, *ΔwatS1* (JHM17), *ΔwatABO* (JHM18), and *ΔwatABO ΔwatS1* (JHM182) strains were grown in NMS media with 20% (v/v) methane without or with 0.6 g/L acetate. Each value represents the average ± standard deviations from two independent experiments. **D** The effect of overexpressing the *watS1* gene without WatABO pump genes. The control *ΔwatABO* strain with *fliE* deletion (JHM181) and *ΔwatABO* strain overexpressing *watS1* (JHM183) were grown in NMS media with 20% (v/v) methane without or with 0.6 g/L acetate. Each value represents the average ± standard deviations from two independent experiments

We first confirmed that the *watS1* encodes a protein. The strain expressing the T7-tagged *watS1* (JHM161T) showed a band of the expected size (~ 7 kDa) in western blotting analysis (Additional file 1: Fig. S6). Therefore, *watS1* is expected to have a role as a smORF-encoded polypeptide (SEP). One of the known roles of SEPs is the regulation of membrane transporters. For example, AcrZ, a SEP in *E. coli*, binds to the AcrB subunit of an RND-type efflux pump, inducing conformational changes within the drug-binding pocket, which in turn affect the selectivity for transporting antibiotics [17]. Since WatR activates the expression of the WatABO pump involved in organic acid tolerance, we hypothesized that the WatR-regulated SEPs might regulate efflux pump specificity. The presence of a transmembrane domain in WatS1 to WatS4 also supports our hypothesis. The JHM18 strain with deletion of the efflux pump genes (*ΔwatABO*: *ΔwatPAB* and *ΔwatO*) exhibited higher acetate sensitivity than the *ΔwatS1* strain (Fig. 7C). However, additional deletion of *watS1* in the efflux pump deletion mutant (JHM182) did not further increase acetate sensitivity (Fig. 7C), suggesting that WatS1 and the WatABO pump might work in the same pathway. In addition, overexpression of the *watS1* gene increased acetate tolerance in the wild type (Fig. 7A) but could not rescue the acetate sensitivity of the *ΔwatABO* control strain (JHM181) (Fig. 7D), further supporting the hypothesis that WatS1 might function through the WatABO pump.

Taken together, we propose a working model of WatS1-4 controlling the specificity of the WatABO efflux pump (Fig. 8). The efflux pump functions as a general transporter for several weak organic acids, including formate, acetate, lactate, and propionate under normal conditions. In response to acetate stress, the expression of the efflux pump genes and *watS1-4* is activated in a WatR-dependent manner. The SEPs WatS1-4 may then interact with the WatABO pump, shifting specificity toward acetate. This regulatory mechanism enables efficient cellular protection against acetate by switching the general weak organic acid efflux pump to an acetate-specific efflux pump in the presence of acetate.

**Fig. 8:**
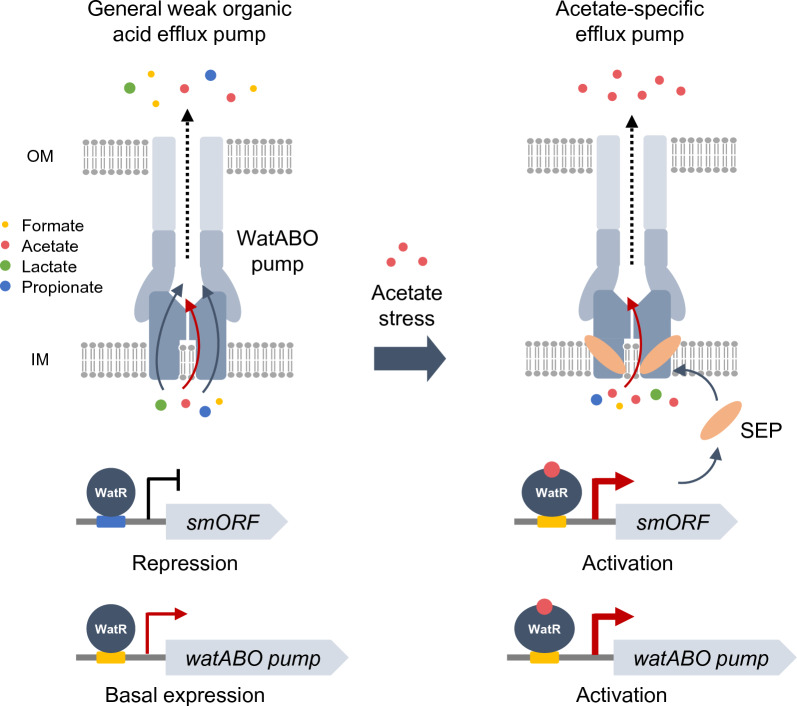
Model for SEP-dependent regulation of the WatABO pump upon acetate stress. Under normal conditions, the WatABO pump extrude a wide range of weak organic acids including acetate, formate, lactate, and propionate. Upon acetate stress, activated WatR induces transcription of WatABO pump and *watS* smORF genes. WatS SEP binds to the WatABO pump, increasing the specificity toward acetate for efficient removal of acetate from cells

## Discussion

### Regulation of WatR activity under acetate stress

Understanding the acid tolerance mechanisms is critical for improving microbial production of useful organic acids. There is growing interest in utilizing methanotrophs for the bioconversion of methane into value-added chemicals, but little is known about their acid stress responses. In this study, we elucidated the role of WatR, an LTTR, as a regulator of weak organic acid stress responses in *Methylomonas* sp. DH-1. Through the analysis of genome-wide binding targets of WatR and WatR-dependent transcriptional regulation, we identified that WatR functions both as a transcriptional repressor and an activator, with its activity regulated by acetate.

LTTR is among the largest families of bacterial regulators with diverse functions including stress response, biosynthesis, and biodegradation in response to various effector molecules binding to the C-terminal domain [10]. In agreement with the classical regulatory model of LTTRs, WatR autoregulates its expression and activates target gene expression in response to acetate. WatR represses the basal expression of certain target genes, such as *watR*, *gltA*, and smORFs (*watS1* ~ *watS*5). Within their promoters, the WatR-binding site overlaps with the RNA polymerase binding site; so, access of the RNA polymerase is inhibited via WatR binding. In contrast, WatR overexpression activates the basal transcription of divergently transcribed genes encoding an RND-type efflux pump (*watPAB* operon and *watO*), where the WatR-binding site does not overlap with the RNA polymerase binding site. In both cases, acetate treatment increased WatR binding to the target promoters and increased transcription. Therefore, conformational changes in WatR upon acetate stress may convert it to a transcriptional activator. In the case of WatR-repressed genes, rather than being derepressed via release of WatR from the promoter, acetate-dependent activation may shift the WatR-binding site wherein WatR can activate transcription instead of preventing RNA polymerase binding. Such an effector-dependent transition from a repressor to an activator through changes in the binding sites has also been reported in other LTTRs [18]. Acetate is known to directly regulate AlsR, an LTTR modulating acetoin production in *Bacillus subtilis* [19]. In *Saccharomyces cerevisiae*, weak organic acids, including acetate, can directly bind to the Haa1 and War1 transcription factors involved in the cellular response against weak organic acids [20]. Therefore, acetate may serve as a direct effector for WatR, but further studies are necessary to identify the specific effector molecules for WatR regulation.

### Roles of WatS SEPs as regulators of increasing acetate specificity of the WatABO efflux pump

Cells have evolved defense mechanisms against weak acids generated during normal cell growth or present in the environment. The major cellular defense mechanisms against weak acid stress include the export of excess cytosolic protons and acid anions through membrane transporters, restricted diffusion of weak acids by remodeling the cell wall and plasma membrane, and the metabolic conversion of weak acids [21–23]. In this study, we demonstrate that WatR can affect tolerance against a wide range of weak organic acids, having a more specific role in response to acetate stress. We propose a novel defense mechanism against acetate stress: the SEP-mediated regulation of efflux pump specificity.

The WatR-activated WatABO pump was identified to work as an efflux pump for general weak organic acids, including formate, acetate, lactate, and propionate. Upon acetate stress, WatS SEPs may interact with the WatABO pump, changing its specificity toward acetate, leading to more efficient removal of acetate out of cells. The expression of *watS1* to *watS5* is repressed by WatR under normal conditions and activated only upon acetate stress. In contrast, cells express basal or upregulated WatABO pump genes under normal and acetate conditions, respectively. This hypothesis is based on the well-established example of AcrB regulation by AcrZ, an SEP, in *E. coli*. AcrB is an inner membrane-binding component of an RND-type efflux pump exporting several antibiotics, organic solvents, and detergents [24–26]. Genetic and cryo-EM-based structural studies revealed that AcrZ binding to AcrB leads to conformational changes in the drug-binding pocket of AcrB, altering specificity toward certain antibiotics, such as chloramphenicol [17, 24]. In agreement with this working model, overexpression of *watS* smORFs increased tolerance against acetate, but not other weak acids, only in the presence of the WatABO pump. We tried to detect a direct interaction between the WatS1 polypeptide and WatB inner membrane subunit through co-immunoprecipitation and split GFP assay. However, we were unsuccessful due to technical difficulties in tagging WatB without affecting cell growth.

The proposed role of WatR is in cellular defense against acetate stress, which contradicts the observed acetate-resistant phenotype of the *watR* deletion mutant. This inconsistency might be related to our experimental conditions of acetate stress. Since acetate was added at the beginning of the culture, the basal expression levels of defense genes might affect the tolerance phenotypes we observed. Although WatR-dependent gene expression may play an important role in the cellular adaptation to dynamic changes in acetate levels, the high basal expression of *watS* genes and other WatR-repressed genes in the inoculum may be beneficial for survival of the *ΔwatR* strain under our acid stress conditions. As the *watR* deletion decreased tolerance against formate, lactate, and propionate, tolerance against these weak acids seems more dependent on WatR target genes, such as WatABO pump genes, which are activated but not repressed by WatR. This requires further studies to understand the role of other WatR target genes in tolerance against different weak organic acids.

The identified role of WatR is similar to that of YdcI, an LTTR found in a wide range of Gram-negative bacteria [27]. Although WatR and YdcI have low sequence homology, YdcI is known to be involved in the acid stress response and pH homeostasis in *Salmonella enterica* serovar Typhimurium and *E. coli* [28, 29]. In addition, both WatR and *E. coli* YdcI repress the expression of citrate synthase, and deletion of *watR* and *ydcI* both increased acetate tolerance [27]. Although we could not observe the contribution of the citrate synthase gene (*gltA1*) in acetate tolerance under our experimental conditions, we cannot rule out the possibility that the WatR-dependent activation of *gltA1* may contribute to alleviating acetate stress through the upregulation of acetate flux toward to the TCA cycle.

### Emerging roles of smORFs in stress responses

Comprehensive analysis of the ChIP-seq and RNA-seq data revealed five unannotated smORFs, *watS1* to *watS5*, as WatR target genes repressed under normal conditions and activated upon acetate stress. The smORFs are usually ignored in gene annotation programs, which use cut-off sizes of 50 and 100 amino acids for prokaryotes and eukaryotes, respectively [30]. However, recent advances in genomics, proteomics, and bioinformatics have enabled the discovery of previously unannotated smORFs from bacteria to humans [31–35]. smORFs and SEPs fall into two main functional categories: SEPs with their own function and upstream ORFs (uORFs) regulating the translation of a downstream gene in eukaryotes. In both cases, growing evidence supports the prevailing role of smORFs in stress responses. Translation of eukaryotic uORF prevents scanning and/or re-initiation at the downstream ORF, which can regulate stress-dependent translation of the downstream gene [36]. In bacteria, the expression of smORFs is induced under various stress conditions, including heat shock, cold shock, oxidative stress, low pH, and different nutrient conditions [37–39]. To date, only a few functional SEPs have been characterized, but they commonly regulate biological functions by modulating the activity or stability of other proteins or protein complexes [40]. In addition, various functional SEPs have been identified as membrane proteins. Recent metagenomic analysis of the human microbiome revealed approximately 4000 SEPs, about 30% of which are predicted to be secreted or membrane-bound [41]. Like the proposed role of WatS in regulating the WatABO pump, several SEPs with one transmembrane domain are known to regulate membrane transporters in response to environmental signals, including nutrients and metal ions [42, 43]. The SEP-dependent transporter regulation has also been reported in mammals. DWORF, an SEP localized within the sarcoplasmic reticulum membrane, interacts with the Ca^2+^-ATPase SERCA, thus increasing Ca^2+^ uptake [44].

Although the RND-type efflux pump is well known for transporting a broad range of chemicals, the SEP-dependent regulation of substrate specificity may provide an efficient and rapid cellular adaptation in response to environmental stress. The *watP* gene of unknown function in the *watPAB* operon is also predicted to encode a relatively short protein of 89 amino acids, which has two transmembrane domains. Therefore, WatP might also act as a regulator or subunit of the WatABO pump. Our study highlights the important roles of SEPs in fine-tuning stress responses by modulating specific interacting proteins. The *Methylomonas* sp. DH-1 genome contains at least 10 RND pump genes. Our research is focused on acetate-responsive smORFs, but it would be interesting to determine whether SEPs regulate other RND pumps or transporters in response to different stress conditions. Understanding the SEP-dependent efflux mechanisms of various weak organic acids can contribute to the production of diverse organic acids in methanotrophs and other bacterial hosts that may share the same regulatory strategy of organic acid efflux.

## Conclusions

In this study, we have investigated the role of WatR transcription factor in regulating cellular defense against weak organic acids, particularly focused on its response to acetate stress. By investigating genome-wide binding targets of WatR and WatR-dependent transcriptional regulation, we have identified previously unannotated smORFs and the genes encoding the WatABO efflux pump as WatR target genes activated in response to acetate. Our findings suggest that these short polypeptides encoded by smORFs may enhance the specificity of the WatABO pump toward acetate, thereby switching general weak acid efflux pump to an acetate-specific efflux pump for efficient cellular defense against acetate stress.

## Methods

### Strains and culture conditions

All strains used in this study are listed in Table 1. Strains derived from *Methylomonas* sp. DH-1 (KCTC13004BP) were cultured in 3 mL nitrate mineral salts (NMS) medium (0.49 g/L MgSO_4_, 1.0 g/L KNO_3_, 0.23 g/L CaCl_2_·2H_2_O, 3.8 mg/L Fe-EDTA, 0.5 mg/L Na_2_MoO_4_, 10 μM CuSO_4_·5H_2_O, with the addition of trace element solution, vitamin stock and phosphate stock solution: recipes of these solutions are in Additional file 1: Table S1) with 20% (v/v) methane in a 30 mL serum bottle capped with a butyl rubber stopper at 30 °C with shaking at 170 rpm [4]. For chromatin immunoprecipitation (ChIP) and ChIP-seq experiments, strains were cultured in 50 mL NMS medium with 20% (v/v) methane in a 500 mL baffled flask sealed with rubber type screw cap.

**Table 1:** Strains used in this study

Strain	Description	Genotype	References
*Methylomonas* sp. DH-1	Wild-type strain		[54]
JHM15	*watR* operon deletion in DH-1	DH-1 *Δ(watR-smtM-rstM)::Kan*^*R*^	This study
JHM16	*fliE* deletion in DH-1	DH-1 *ΔfliE::kan*^*R*^	This study
JHM161	*watS1* overexpression in DH-1	DH-1 ΔfliE:: P_*mxaF*_-watS1-T_*rrnB*_*-Kan*^*R*^	This study
JHM162	*watS2* overexpression in DH-1	DH-1 *ΔfliE::* P_*mxaF*_-*watS2-*T_*rrnB*_*-Kan*^*R*^	This study
JHM163	*watS3* overexpression in DH-1	DH-1 *ΔfliE::* P_*mxaF*_-*watS3-*T_*rrnB*_*-Kan*^*R*^	This study
JHM164	*watS4* overexpression in DH-1	DH-1 *ΔfliE::* P_*mxaF*_-*watS4-*T_*rrnB*_*-Kan*^*R*^	This study
JHM165	*watS5* overexpression in DH-1	DH-1 *ΔfliE::* P_*mxaF*_-*watS5-*T_*rrnB*_*-Kan*^*R*^	This study
JHM17	*watS1* deletion in DH-1	DH-1 *ΔwatS1::Kan*^*R*^	This study
JHM18	WatABO pump deletion in DH-1	DH-1 *Δ(watPAB-watO)::Amp*^*R*^	This study
JHM181	*fliE* deletion in JHM18	JHM18 *ΔfliE::Kan*^*R*^	This study
JHM182	*watS1* deletion in JHM18	JHM18 *ΔwatS1::Kan*^*R*^	This study
JHM183	*watS1* overexpression in JHM18	JHM18 Δ*fliE*::P_*mxaF*_-*watS1-*T_*rrnB*_*-Kan*^*R*^	This study
JHM80	Evolved strain from DH-1		[4]
JHM82	*watR* operon deletion in JHM80	JHM80 *Δ(watR-smtM-rstM)::Kan*^*R*^	[4]
JHM87	WatABO pump deletion in JHM80	JHM80 *Δ*(*watPAB-watO*)*::Kan*^*R*^	This study
JHM16WF	*watR-Flag* overexpression in DH-1	DH-1 Δ*fliE*::P_*EFTu*_-*watR*-Flag-T_*rrnB*_*-Kan*^*R*^	This study
JHM80WF	*watR-Flag* tagging in JHM80	JHM80 *watR*-*Flag*-T_*rrnB*_*-Kan*^*R*^	This study
JHM161T	*watS1*-T7 overexpression in DH-1	DH-1 Δ*fliE*::P_*mxaF*_-*watS1-* T7-T_*rrnB*_*-Kan*^*R*^	This study

### Plasmid construction

Plasmids and primers used in this study are listed in Table 2 and Additional file 1: Table S2. Plasmids for deletion were generated based on the pDel2-fliE plasmid by replacing the chromosome targeting sequences for *fliE* with 1-kb upstream and downstream sequences of the target genes. To generate pDel-watABPO(A) plasmid, ampicillin resistance gene (*Amp*^*R*^) was PCR amplified from pCM184 [45] and cloned between ApaI and PacI site, replacing  the kanamycin resistance gene (*Kan*^*R*^) of Del2-watABPO(K). For DNA integration via substituting *fliE*, plasmid pFliE-mxaF containing [U_*fliE*_-T_*rrnB*_-P_*mxaF*_-T_*rrnB*_-*Kan*^*R*^-D_*fliE*_] cassette was generated by inserting P_*mxaF*_ promoter using MauBI and BamHI sites, and T_*rrnB*_ terminator using AscI and MauBI sites between the U_*fliE*_-T_*rrnB*_ cassette of pDel2-fliE plasmid. T_*rrnB*_ terminator was inserted right after the U_*fliE*_ cassette to prevent transcription from *fliE* promoter after genome integration. The genes of interest were cloned between the promoter and terminator using BamHI and SpeI sites for overexpression. To make pFliE-EFTu-watR-Flag plasmid, P_*mxaF*_ of pFliE-mxaF was substituted to P_*EFTu*_ by MauBI and BamHI, and Flag tag containing *watR* ORF was cloned with BamHI and *Spe*I. pWatR-G4S-Flag was designed to insert the Flag tag sequence with G4S linker before the stop codon of the *watR* ORF [46]. The upstream homology region was amplified with reverse primer containing G4S linker, Flag tag sequence, and stop codon, and then cloned into pDel2 using *Not*I and *Spe*I.

**Table 2:** Plasmids used in this study

Plasmid	Description	References
Plasmids for gene deletion in *Methylomonas* sp. DH-1		
pDel2-WSR	pDel2-U_*watR*_-[T_*rrnB*_-*Kan*^*R*^]-D_*rstM*_	[4]
pDel2-fliE	pDel2-U_*fliE*_-[T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	[4]
pDel2-watABPO(A)	pDel2-D_*watO*_-[T_*rrnB*_-*Amp*^*R*^]-D_*watA*_	This study
pDel2-watABPO(K)	pDel2-D_*watO*_-[T_*rrnB*_-*Kan*^*R*^]-D_*watA*_	This study
pDel2-watS1	pDel2-U_*watS1*_-[T_*rrnB*_-*Kan*^*R*^]-D_*watS1*_	This study
Plasmids for gene expression in *Methylomonas* sp. DH-1		
pFliE-mxaF	pDel2-U_*fliE*_-T_*rrnB*_-[P_*mxaF*_-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-watS1	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*mxaF*_-*watS1*-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-watS2	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*mxaF*_-*watS2*-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-watS3	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*mxaF*_-*watS3*-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-watS4	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*mxaF*_-*watS4*-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-watS5	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*mxaF*_-*watS5*-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-watS1-T7	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*mxaF*_-*watS1*-T7-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pFliE-EFTu-watR-Flag	pFliE-mxaF-U_*fliE*_-T_*rrnB*_ -[P_*EFTu*_-*watR-*G4S-Flag-T_*rrnB*_-*Kan*^*R*^]-D_*fliE*_	This study
pWatR-G4S-Flag	pDel2-*watR*-G4S-Flag-[T_*rrnB*_-*Kan*^*R*^]-D_*watR*_	This study
Plasmids for gene expression in *E. coli*		
pGEX-4T-1-WatR	pGEX-4T-1-P_*tac*_-*GST*-*watR*	This study

### Genetic manipulation of *Methylomonas* sp. DH-1

Gene deletion or insertion in *Methylomonas* sp. DH-1 and JHM80 strains were performed as previously described via homologous recombination into the chromosome [4].

### Quantitative reverse transcription PCR (qRT-PCR) and RNA-seq

Total RNA of *Methylomonas* sp. DH-1, JHM15, JHM80, JHM82 and JHM16WF were extracted as previously described with minor modifications [4]. For qRT-PCR analysis, 5 μL of cDNA (diluted 1:200) was amplified by SYBR Green I master mix (Roche-Applied Science, USA) and analyzed with gene-specific primers. The crossing point (Cp) values were processed using Light Cycler 480 software version 1.5 and 2^−ΔΔC^_T_ method was calculated to compare the expression levels of each target genes and normalized by *mxaF* (AYM39_RS15615). Primers for qRT-PCR are listed in Additional file 1: Table S3.

For RNA-seq, two sets of total RNA from *Methylomonas* sp. DH-1 and JHM80 were isolated. 1 μg of total RNA was proceeded to rRNA depletion using NEBNext rRNA depletion kit (Bacteria) (#7850, NEB). Resulted mRNA was used for sequencing library construction by TruSeq Stranded mRNA Library Prep kit (#20020594, Illumina). All experiments were performed following manufacturer's instructions. The prepared sequencing library was sequenced using NovaSeq 6000 (Illumina). The sequencing adapter removal and quality-based trimming on raw data were performed by Trimmomatic (v. 0.36) with default parameter [47]. Cleaned reads were mapped to reference genome (*Methylomonas* sp. DH-1, GCF_001644685.1) using hisat2 (v. 2.2.1) with '-no-spliced-alignment' option [48]. For counting reads which mapped to each CDS, featureCounts in Subread package was used [49]. Finally, normalization of retrieved counts and fold change calculation between groups were performed by DESeq2 package [50].

### ChIP and ChIP-seq analyses

ChIP assay was conducted as previously described with minor modifications using JHM16WF and JHM80WF strains harboring *watR*-Flag [51]. Detailed methods for ChIP are described in Additional file 1: Supplementary Materials and Methods. For ChIP-seq analysis, the eluted DNA after ChIP was extracted with phenol–chloroform-isoamylalcohol (25:24:1) and precipitated with ethanol and glycogen at − 80 °C. 1 ng of prepared DNA was proceeded to sequencing library construction by using NEBNext Ultra II DNA Library Prep Kit for Illumina (#E7645, NEB) following manufacturer's instructions. The sequencing adapter removal and quality-based trimming on raw data were performed by Trimmomatic (v. 0.36) with default parameter [47]. Cleaned reads were mapped to reference genome using bowtie2 (v. 2.4.2) with default parameter. Peak calling was performed by findpeaks command in homer (v. 4.10.3) using "-style factor" parameter [52]. Resulted peaks were annotated by annotatePeaks.pl in homer package. Peaks were transformed to bed file using pos2bed.pl in homer package for detailed analysis. The conserved motifs from peaks were found by MEME-ChIP (v. 4.9.0) [53].

## Supplementary Information

**Additional file 1.** Supplementary Materials and Methods: Western blotting, ChIP analysis, Electrophoretic mobility shift assay (EMSA). **Table S1**. Recipes of the stock solutions of NMS. **Table S2**. Primers used for plasmid and strain construction. **Table S3**. Primers used for qRT-PCR and ChIP-qPCR. **Table S4**. Primers used for EMSA. Table S5. WatR-binding sites determined by ChIP-Seq. **Table S6**. The list of genes induced or repressed upon acetate treatment in the wild-type and △watR strains. **Figure S1**. Amino acid sequence alignment of LTTRs from various species. **Figure S2**. Confirmation of the WatR-Flag strain. **Figure S3**. Confirmation of specific binding of WatR to the probe in EMSA. **Figure S4**. Prediction of transmembrane domains in small peptides encoded from smORFs. **Figure S5**. Increase in acetate tolerance by overexpression of watS1 to watS5. **Figure S6**. Detection of the WatS1 protein.

## Data Availability

The datasets supporting the conclusions of this article are available in the GEO repository. ChIP-seq and RNA-seq data have been deposited in the GEO repository under the accession number of GSE206217 (GSE206215 for RNA-seq and GSE206216 for ChIP-seq).

# Supplementary material for: Regulation of acetate tolerance by small ORF-encoded polypeptides modulating efflux pump specificity in Methylomonas sp. DH-1
**Source:** Biotechnol Biofuels Bioprod. 2023 Jul 18;16:114. doi: 10.1186/s13068-023-02364-6
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Materials and Methods: Western blotting, ChIP analysis, Electrophoretic mobility shift assay (EMSA). Table S1. Recipes of the stock solutions of NMS. Table S2. Primers used for plasmid and strain construction. Table S3. Primers used for qRT-PCR and ChIP-qPCR. Table S4. Primers used for EMSA. Table S5. WatR-binding sites determined by ChIP-Seq. Table S6. The list of genes induced or repressed upon acetate treatment in the wild-type and △watR strains. Figure S1. Amino acid sequence alignment of LTTRs from various species. Figure S2. Confirmation of the WatR-Flag strain. Figure S3. Confirmation of specific binding of WatR to the probe in EMSA. Figure S4. Prediction of transmembrane domains in small peptides encoded from smORFs. Figure S5. Increase in acetate tolerance by overexpression of watS1 to watS5. Figure S6. Detection of the WatS1 protein.

Additional file

**Regulation of acetate tolerance by small ORF-encoded polypeptides modulating efflux pump specificity in *Methylomonas* sp*.* DH-1**

Seungwoo Cha^1^, Yong-Joon Cho^2^, Jong Kwan Lee^1^ and Ji-Sook Hahn^1*^

**Supplementary Materials and Methods**

**Western blotting**

Cells were grown in NMS medium with 20% (v/v) methane to OD ~ 1.0 and harvested and washed with IP150 lysis buffer twice. Cell pellets were vortexed with acid-washed glass bead in IP 150 lysis buffer [50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 2 mM MgCl_2_, 0.1% NP40] supplemented with 1 mM PMSF and 0.1% protease inhibitor cocktail (Calbiochem, USA). After boiling with 5x sample buffer [60 mM Tris-HCl (pH 6.8), 0.1% Bromophenol blue, 5% 2-mercaptoethanol, 25% Glycerol, 2% SDS], samples were resolved by 12.5% SDS-PAGE gel and western blotting was performed with anti-DDDDK antibody (MBL life science, USA) and HRP conjugated anti-mouse antibody (Sigma-aldrich, USA), and visualized by G::box Chemi-XL (Syngene, USA).

**ChIP analysis**

Final 2.7% of formaldehyde was added to 50 mL cell culture using 5 mL syringe and crosslinked for 25 min, and quenched with 250 mM glycine for 5 min. After washing once with ice-cold NMS, twice with TBS, and once with lysozyme buffer [(0 mM Tris-HCl (pH 8.0), 20% sucrose, 50 mM NaCl, 10 mM EDTA], cells were resuspended to 500 μL of lysozyme buffer containing 10 mg/mL of lysozyme (Thermo Scientific, USA), 1 mM PMSF and 0.1% protease inhibitor cocktail. After cell lysis with shaking at 37 ^o^C for 30 min, 500 μL of 2x ChIP lysis buffer [100 mM HEPES-KOH (pH 7.5), 300 mM NaCl, 2 mM EDTA, 2% Triton X-100, 0.2% sodium deoxycholate, 0.4% SDS] was added and sonicated 12 times for 20 s (Vitra-cell, Sonics & materials inc, USA) with amplitude 22%. Crude lysates were centrifuged for 20 min and 100 μL of supernatant was used as input. 2 μL of anti-DDDDK antibody was added to proper amounts of lysate (400 μL for JHM80WF strain and 900 μL for JHM16WF strain) and immunoprecipitated overnight at 4^o^C, followed by 2 h incubation with 20 μL Protein A Plus agarose bead (Santa Cruz Biotechnology, USA). After washing the beads, DNA was eluted from beads and treated with RNase and proteinase K. Crosslink was reversed by overnight incubation at 65 ^o^C with 100 mM NaCl, and DNA was purified using Qiagen DNA purification kit. The occupancy of WatR on the target promoter was calculated by dividing the amount of PCR product from the IP sample into input sample, compared to the negative control (*glgA* ORF). The primers used in ChIP-qPCR is listed in Supplementary Table S3.

**Electrophoretic mobility shift assay (EMSA)**

EMSA was performed with biotin-labeled DNA probe, which was prepared via PCR amplification using 5’-biotin modified primer and gel extraction. Total 20 μL of mixture, containing 20 fmole probe and 0.4 to 1.2 μg of GST-WatR protein purified from *E. coli* in binding buffer [100 mM Tris-HCl (pH 7.5), 500 mM KCl, 10 mM DTT, 60% glycerol, 5 mM EDTA, 500 μg/mL BSA, 500 μg/mL salmon sperm DNA] was incubated at room temperature for 20 min. After adding 5x sample buffer without SDS [60 mM Tris-HCl (pH 6.8), 0.1% bromophenol blue, 5% 2-mercaptoethanol, 25% glycerol], the mixture was resolved via electrophoresis in 6% native polyacrylamide gel with 0.5X TBE buffer [40 mM Tris base, 45 mM Boric acid, and 1 mM EDTA]. DNA was transferred to hybond-N^+^ membrane (GE healthcare Amersham, USA), and crosslinked for 10 min using UV lamp (Korea Ace Sci., Korea) device under 254 nm wavelength. The membrane was incubated with HRP-conjugated streptavidin (Thermofisher scientific, USA) and the signals were visualized by G::box Chemi-XL (Syngene, USA). The primers for EMSA and competition assay are listed in Supplementary Table S4.

**Table S1** Recipes of the stock solutions of NMS

| Ingredient | Amount |
| --- | --- |
| 1000X trace element solution | |
| FeSO_4_·7H_2_O | 500 mg/L |
| ZnSO_4_·7H_2_O | 400 mg/L |
| MnCl_2_·7H_2_O | 20 mg/L |
| CoCl_2_·6H_2_O | 50 mg/L |
| NiCl_2_·6H_2_O | 10 mg/L |
| H_3_BO_3_ | 15 mg/L |
| EDTA | 250 mg/L |
| 100X vitamin stock | |
| Biotin | 2.0 mg/L |
| Folic acid | 2.0 mg/L |
| Thiamine HCl | 5.0 mg/L |
| Ca pantothenate | 5.0 mg/L |
| Vitamin B12 | 0.1 mg/L |
| Riboflavin | 5.0 mg/L |
| Nicotinamide | 5.0 mg/L |
| 100X phosphate stock solution | |
| KH_2_PO_4_ | 26 g/L |
| Na_2_HPO_4_ | 32.8 g/L |

**Table S2** Primers used for plasmid and strain construction

| Forward primer (5’ to 3’)* | | Reverse primer (5’ to 3’)* | | Usage | |
| --- | --- | --- | --- | --- | --- |
| Primers used for gene deletion in *Methylomonas* sp. DH-1 | | | | |  |
| actGCGGCCGCTCACCAGCCTGTTAGGTG | | actACTAGTATATTGTCGGCGAAATTCGT | | Cloning U*_watO_* of pDel2-watABPO(K) with *Not*I/*Spe*I |  |
| actGGGCCCTCGCTTCGGCTAACAGTG | | actGAGCTCCCCAACAAAGCGATAGCG | | Cloning D*_watA_* of pDel2-watABPO(K) with *Apa*I/*Sac*I |  |
| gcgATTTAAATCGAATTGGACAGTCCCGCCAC | | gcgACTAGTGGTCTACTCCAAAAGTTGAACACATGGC | | Cloning U*_watS1_* of pDel2-watS1 with *Swa*I/*Spe*I |  |
| actGGGCCCCCGCTTGCGCCCGGCGCGGG | | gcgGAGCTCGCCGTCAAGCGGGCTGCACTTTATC | | Cloning D*_watS1_* of pDel2-watS1 with *Apa*I/*Sac*I |  |
| actGGGCCCGCGGAACCCCTATTTGT | | gcgTTAATTAATCAAGAAGATCCTTTGATC | | Cloning *Amp^R^* of pDel2-watABPO(A) with *Apa*I/*Pac*I |  |
| Primers used for gene expression in *Methylomonas* sp. DH-1 | | | | |  |
| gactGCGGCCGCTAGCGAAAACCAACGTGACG | | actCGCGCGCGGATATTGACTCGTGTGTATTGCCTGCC | | Cloning U*_fliE_* of pFliE-mxaF with *Not*I/*Mau*BI |  |
| tataGGGCCCGTAGCGGAAGCCGGCCA | | tataGGCGCGCCGGCACGCCTTGAACTT | | Cloning D*_fliE_* of pFliE-mxaF with *Apa*I/*Asc*I |  |
| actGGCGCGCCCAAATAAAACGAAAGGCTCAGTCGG | | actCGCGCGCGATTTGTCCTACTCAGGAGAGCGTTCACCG | | Cloning T*_rrnB_* of pFliE-mxaF with *Asc*I/*Mau*BI |  |
| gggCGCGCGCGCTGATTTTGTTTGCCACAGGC | | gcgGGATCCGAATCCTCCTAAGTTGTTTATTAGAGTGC | | Cloning P*_mxaF_* of pFliE-mxaF with *Mau*BI/*Bam*HI |  |
| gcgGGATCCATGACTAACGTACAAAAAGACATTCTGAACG | | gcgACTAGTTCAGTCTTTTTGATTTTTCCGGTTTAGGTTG | | Cloning *watS1* of pFliE-watS1 with *Bam*HI/*spe*I |  |
| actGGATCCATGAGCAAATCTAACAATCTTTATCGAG | | gcgACTAGTTTAAGCGCGGAACGAGCC | | Cloning *watS2* of pFliE-watS2 with *Bam*HI/*spe*I |  |
| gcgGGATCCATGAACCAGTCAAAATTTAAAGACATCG | | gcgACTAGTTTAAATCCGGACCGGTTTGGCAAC | | Cloning *watS3* of pFliE-watS3 with *Bam*HI/*spe*I |  |
| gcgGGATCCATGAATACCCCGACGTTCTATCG | | gcgACTAGTTCAGATGCGTACCGGTTTGG | | Cloning *watS4* of pFliE-watS4 with *Bam*HI/*spe*I |  |
| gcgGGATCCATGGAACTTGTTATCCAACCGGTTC | | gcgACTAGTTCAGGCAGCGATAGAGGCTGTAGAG | | Cloning *watS5* of pFliE-watS5 with *Bam*HI/*spe*I |  |
| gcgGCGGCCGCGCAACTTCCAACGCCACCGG | | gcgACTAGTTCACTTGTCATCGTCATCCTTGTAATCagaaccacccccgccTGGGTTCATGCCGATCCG | | Cloning *watR*-G4S-Flag of pWatR-G4S-Flag with *Not*I/*Spe*I |  |
| gcgGGGCCCGCGAACTGCAACGCAAGTGGG | | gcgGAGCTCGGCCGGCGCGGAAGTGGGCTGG | | Cloning *watR* downstream 1 kb to pWatR-G4S-Flag with *Apa*I/*Sac*I |  |
| Primers used for gene expression in *E. coli* | | | | |  |
| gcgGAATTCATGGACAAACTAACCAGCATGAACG | | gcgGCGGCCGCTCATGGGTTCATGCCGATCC | | Cloning *watR* to pGEX-4T-1 vector with *Eco*RI/*Not*I |  |

* Underlined upper case sequences indicate restriction enzyme sites. Underlined lower case sequences indicate G4S linker sequence

**Table S3** Primers used for qRT-PCR and ChIP-qPCR

| Forward primer (5’ to 3’) | Reverse primer (5’ to 3’) | Target gene  or locus | Gene number  (AYM39_RS) |
| --- | --- | --- | --- |
| Primers for qRT-PCR | | | |
| TGGAAGGCAAACAGGCCAAT | gcaagcggtactctatgctcttgt | *glgA* | 03775 |
| TATCTGGAACGCTGCCAGCA | TGACCGCCTTTCAGCACCAT | *watR* | 21130 |
| GCCTATGCCGACACCAAAAC | GTGGTTGTACGATTCCTGGGTGG | *watO* | 17405 |
| CGATTGCAACCCAGCCCAAAGCG | GCGGACCAATTGCCACATCAGCAG | *watP* | 17395 |
| AATATTGTTTCGTGCGGGCGcc | CAGAAACACTTCGGCCTCCTgg | *watA* | 17390 |
| GGCCATAGCCGGTTTTGGTTCGGT | GGGTTACTGCAAACAAGCGGGCC | *watB* | 17385 |
| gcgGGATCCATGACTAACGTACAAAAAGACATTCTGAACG | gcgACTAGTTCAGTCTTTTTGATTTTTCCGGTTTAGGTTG | *watS1* | (unannotated) |
| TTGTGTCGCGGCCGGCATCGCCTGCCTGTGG | GGCTTTGGCCACATACTCGCCGATGCGCG | *gltA1* | 19040 |
| Primers for ChIP-qPCR | | | |
| GTTTGCCAGCCACGCGTTGCGT | CTATTCTAACCCCGATCGGACAAGC | *watP* promoter | 17395 |
| GGCGGCCTGGGGCAAGGTCG | CTCGGCTTCCAGTTCGAAACGGC | *bioD* promoter | 08175 |
| GCCGCAGTAAACATTCCGTCAATCGC | GGCGGCCGCGCCGGCCGCGTCACCC | *pmmM* promoter | 04660 |
| TAAATTCATTCATTGTGCTCAAATCC | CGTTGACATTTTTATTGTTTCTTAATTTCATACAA | *watR* promoter | 21130 |
| GCCACCGCAGCGAGATCAGG | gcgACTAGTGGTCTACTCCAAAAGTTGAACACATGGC | *watS1* promoter | (unannotated) |

**Table S4** Primers used for EMSA

| Primer (5’ to 3’)* | Description |
| --- | --- |
| CTTGGAAGGAGGTTACCGCTCG | Forward primer for the 590-, and 588-bp P*_watR_* and P*_watRΔTT_* probes (Figure 2C) |
| CTCGCCGGCTTCAGTCAGGCTTAAG | Reverse primer for P*_watR_* competition assay (Figure S3) |
| Biot-CTCGCCGGCTTCAGTCAGGCTTAAG | Reverse primer for the 590- and 588-bp P*_watR_* and P*_watRΔTT_* probes (Figure 2C) |

* Biot indicates biotin label.

**Table S5** WatR-binding sites determined by ChIP-Seq

| The nearest gene AMR39_RS | Promoter region | Name | Function | Reannotated gene |
| --- | --- | --- | --- | --- |
| 00605 | + |  |  | *watS1* |
| 02245 | *-* |  |  | *watS2* |
| 07485 | + |  |  | *watS3* |
| 19610 | + |  |  | *watS4* |
| 13560 | *-* |  |  | *watS5* |
| 17395 | + | *watP* | hypothetical protein |  |
| 00705 | + |  | FtsH/Yme1/Tma family protein |  |
| 02410 | + |  | hypothetical protein |  |
| 02950 | + |  | hypothetical protein |  |
| 04660 | + | *pmmM* | phosphomannomutase |  |
| 06470 | + |  | CRISPR_1 |  |
| 06860 | + |  | hypothetical protein |  |
| 08175 | + | *bioD* | dethiobiotin synthase |  |
| 09830 | + |  | sulfate ABC transporter |  |
| 11160 | + |  | hypothetical protein |  |
| 15960 | + |  | hypothetical protein |  |
| 19040 | + | *gltA1* | citrate-synthase |  |
| 20750 | + |  | hypothetical protein |  |
| 02830 | - |  | methionine adenosyltransferase |  |
| 06815 | - |  | GDP-L-fucose synthase |  |
| 07170 | - |  | aspartate kinase |  |
| 19890 | *-* |  | S41 family peptidase |  |

**Table S6.** The list of genes induced or repressed upon acetate treatment in the wild-type and *△watR* strains

**
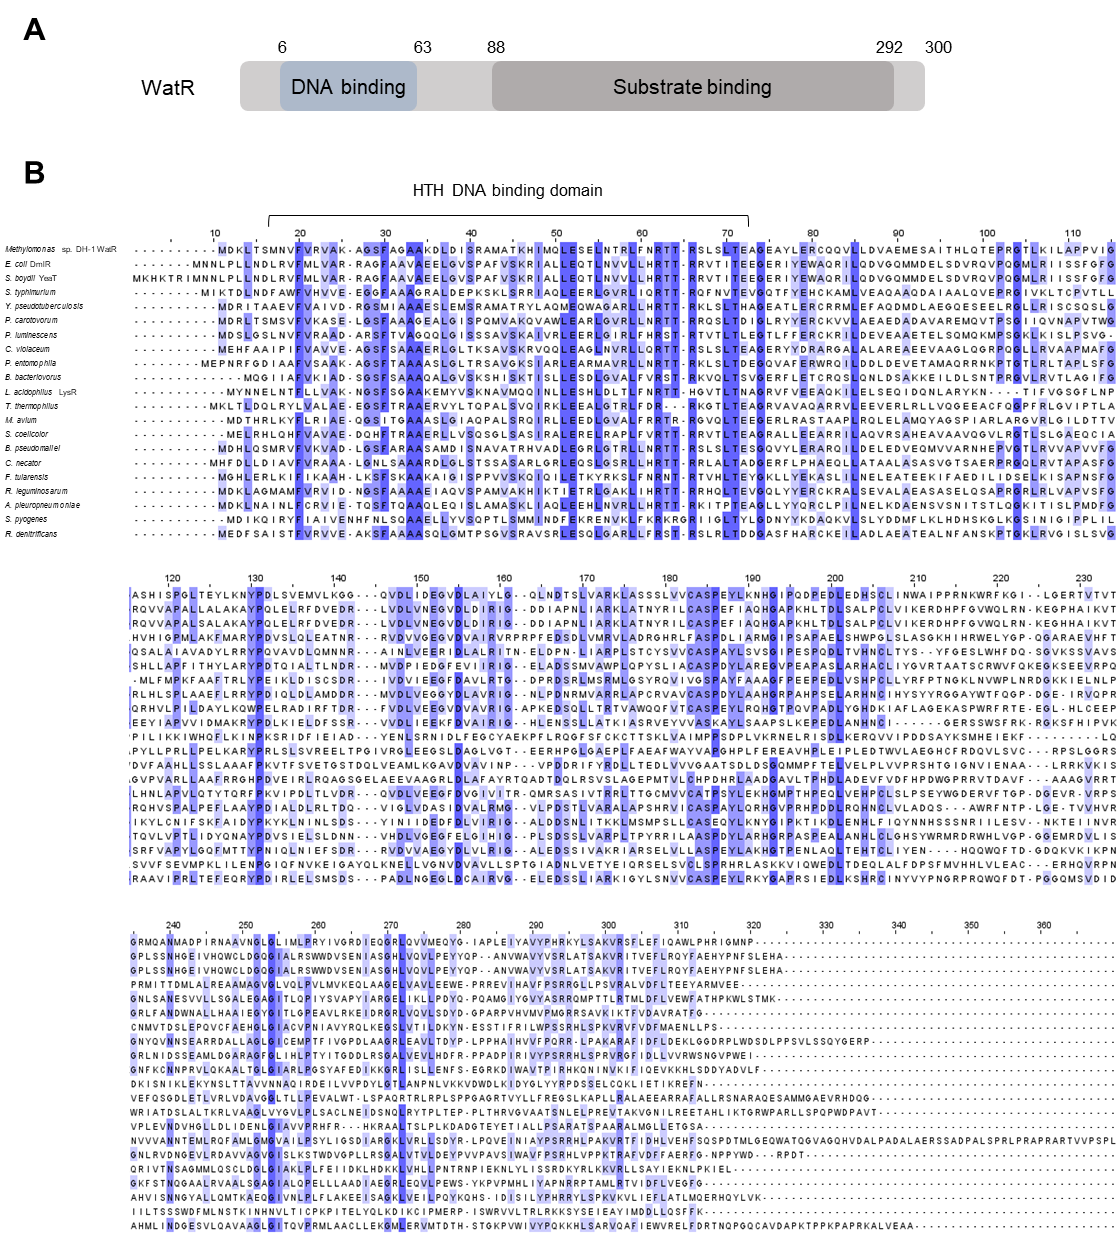
**

**Figure S1** Amino acid sequence alignment of LTTRs from various species.

(A) Domain structures of WatR.

(B) LTTRs from several bacterial species that show high homology with WatR of DH-1 were aligned using Jalview 2.11.2.3. The highly conserved helix turn helix (HTH) DNA binding domain is marked.

**
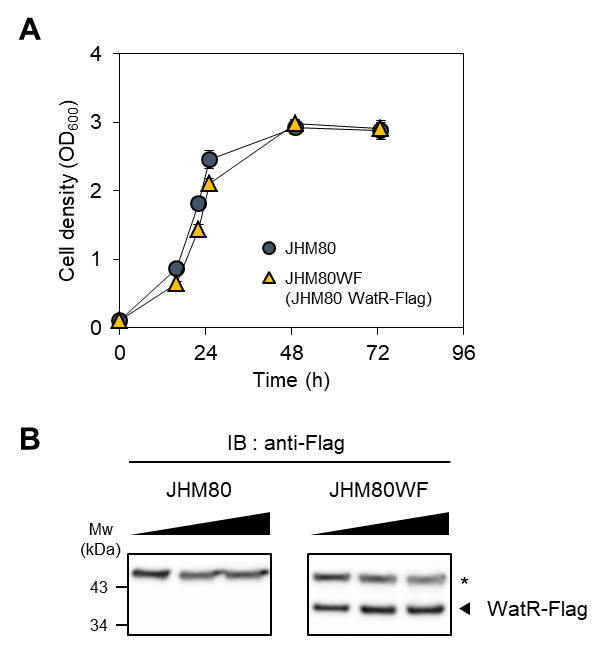
**

**Figure S2** Confirmation of the WatR-Flag strain.

(A) Growth curve for JHM80 and JHM80WF (JHM80 WatR-Flag) strains used for ChIP and ChIP-seq. Three independent experiments were performed, and error bars indicate standard deviations.

(B) Expression test for the Flag-tagged WatR protein, with its control JHM80 strain. 50, 75, 100 μg of whole cell lysates were loaded and analyzed by immune blotting (IB). The asterisk indicates a non-specific band.

**
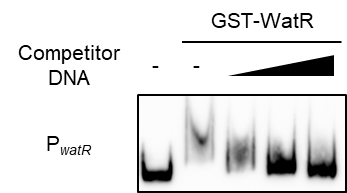
**

**Figure S3** Confirmation of specific binding of WatR to the probe in EMSA.

1.2 μg of WatR protein and 20 fmole of biotin-labeled P*_watR_* probe were used for EMSA. The competition assay for the WatR binding was conducted with 10X, 25X, 50X excess amount of unlabeled probe.

**
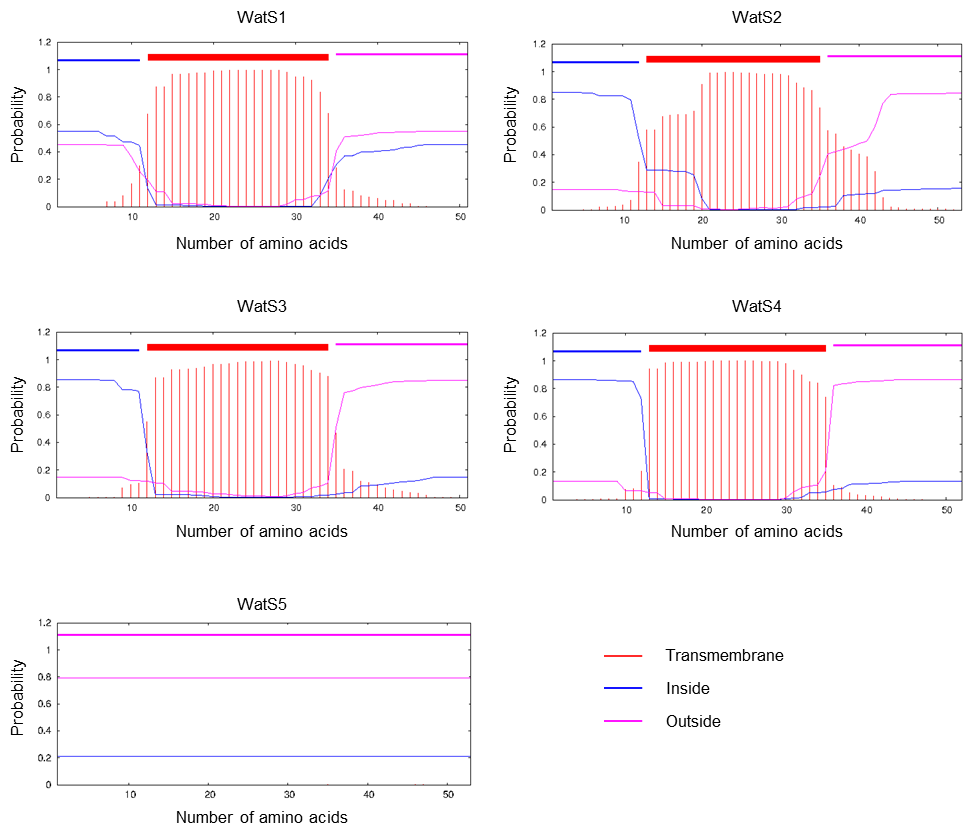
**

**Figure S4** Prediction of transmembrane domains in small peptides encoded from smORFs.

The putative membrane domains of WatS1 to WatS5 were analyzed by TMHMM 2.0.

**
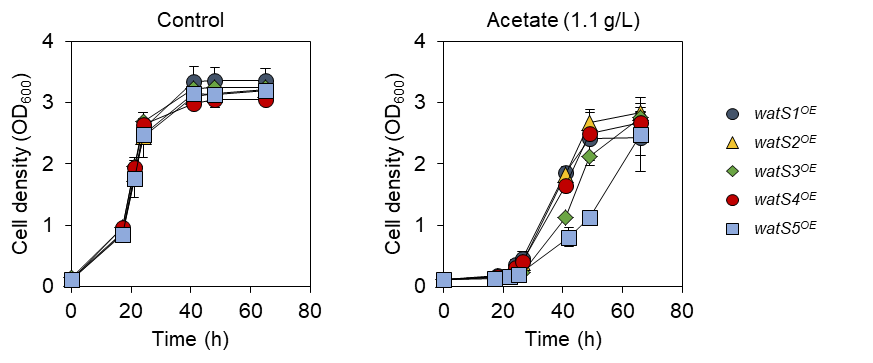
**

**Figure S5** Increase in acetate tolerance by overexpression of *watS1* to *watS5*.

All strains were grown in NMS media with 20% (v/v) methane with or without 1.1 g/L acetate. Each value represents the average ± standard deviations from two independent experiments.

**
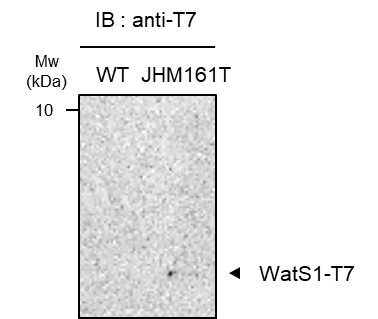
**

**Figure S6** Detection of the WatS1 protein.

Expression test for the T7 epitope tagged WatS1 protein, with its control DH-1 strain. 50 μg of whole cell lysates of wild type and JHM161T strain harboring *watS1-T7* were analyzed by immune blotting with anti-T7 antibody. The WatS1-T7 band is indicated.

|  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |

**References**

1. Marx CJ, Lidstrom ME. 2002. Broad-host-range cre-lox system for antibiotic marker recycling in gram-negative bacteria. Biotechniques 33:1062-7.

2. Henard CA, Smith H, Dowe N, Kalyuzhnaya MG, Pienkos PT, Guarnieri MT. 2016. Bioconversion of methane to lactate by an obligate methanotrophic bacterium. Sci Rep 6:21585.

3. Bolger AM, Lohse M, Usadel B. 2014. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30:2114-2120.

4. Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. 2019. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol 37:907-915.

5. Liao Y, Smyth GK, Shi W. 2013. The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res 41:e108.

6. Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550.

7. Lee JK, Kim S, Kim W, Kim S, Cha S, Moon H, Hur DH, Kim SY, Na JG, Lee JW, Lee EY, Hahn JS. 2019. Efficient production of d-lactate from methane in a lactate-tolerant strain of Methylomonas sp. DH-1 generated by adaptive laboratory evolution. Biotechnol Biofuels 12:234.

How the deposited data were processed for this re-analysis (not part of the article)

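Total RNA of wild-type *Methylomonas* sp. DH-1 and of its *ΔwatR* strain (JHM15 in the sample labels) was sequenced by the authors before acetate (0 min) and 10 min after 0.6 g/L acetate was added, with 2 biological replicates in each of the 4 groups. The authors depleted rRNA, built stranded libraries, trimmed the reads with Trimmomatic 0.36, aligned them with hisat2 2.2.1 without spliced alignment, counted them per coding sequence with featureCounts and normalized the counts with DESeq2. The authors' matrix gives the expression signal of each gene in each library, that is its read count divided by 1 DESeq2 size factor per library. Its 4588 entries are 4583 annotated genes and 5 smORFs, and each of its 8 columns was matched to a sample. The authors also deposited 4 comparison tables made with DESeq2, which give per annotated gene the mean normalized signal, the log2 fold change with its standard error, the Wald score, the p-value and the Benjamini-Hochberg adjusted p-value. These tables were used to count shared calls and to compare their mean signal with the matrix, and the Wald score was not used here. The paper's text does not say whether its threshold on p is adjusted, but at 2-fold and adjusted p under 0.05 the authors' table for wild type holds 49 genes higher and 23 lower, the paper's numbers, against 62 and 32 at unadjusted p.

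In each library, 100% of the values above 0 lie within 0.01 of a whole multiple of 1 step, and dividing by this step gave the number of reads per library. It was 12794250 and 13655941 in wild type before acetate, 11450255 and 12064679 in wild type with acetate, 12901596 and 13293525 in *ΔwatR* before acetate, and 12624992 and 15877418 in *ΔwatR* with acetate. These totals served to describe the depth alone. The size factors implied by the steps lay between 0.948 and 1.11. The 10 highest genes held between 23.4% and 29.2% of the summed values. The correlation of log2 values between the replicates of a group, across genes, lay between 0.975 and 0.995, and genes are not independent replicates.

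Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) on the log2 of the normalized value plus 1. The 4580 genes with a mean of at least 10 over the 8 libraries were tested. All 8 libraries entered as 4 groups, so that the groups share 1 estimate of the spread. The contrasts were acetate against no acetate in each strain, *ΔwatR* against wild type before and with acetate, and the interaction term for the difference between the acetate responses. A gene was called at a change of at least 2-fold with a Benjamini-Hochberg adjusted p under 0.05. Transporters and chaperones were picked by words in the product names of the deposited tables (such as transporter, permease, efflux, porin or TonB-dependent, and chaperon, GroEL, DnaK, DnaJ, GrpE, ClpB, HtpG or heat shock protein), and tested with a one-sided Fisher exact test against the other tested genes. Gene sets were also tested with limma's camera at a preset inter-gene correlation of 0.01 and with fry, which are approximate tests that rest on 2 libraries per group. Reduced induction in *ΔwatR* was counted among the called genes, and the same count was made in 100 simulated data sets with equal responses in both strains. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

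The fit was tested on simulated data for 4576 genes, with noise independent between libraries and every planted change above the 2-fold threshold. Of 200 genes changed in wild type alone, 94% were recovered in the acetate contrast of wild type, with 3 false calls, and 88.5% in the interaction, with 10 false calls. Of 200 genes changed alike in both strains, 93% were recovered in wild type, with 4 false calls. These rates do not cover changes near the threshold, nor replicate deviations that are shared between groups.

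The groups, tests, thresholds, named genes and the alternatives reported in the closing section were chosen before the data were examined, except where the text says otherwise. By the rule the text names the genes the paper names, those of Tables S3 and S5 and of Fig. 5A, the 3 largest changes in each direction of each contrast, and the called transporters and chaperones. In departure from it, genes of Tables S3 and S5 that bear on no claim are not named one by one, and those of Table S5 enter as a set. Other genes are said to be named after their values were seen. A protocol in the sample labels describes 1 flask sampled before and after acetate, so the replicate number may pair the libraries of a strain. The deviations of replicate 1 from replicate 2 correlated across genes with r = 0.48 between the groups of wild type and 0.35 between those of *ΔwatR*, against 0.20 between the strains before acetate and 0.57 with acetate. Fits with the replicate number as a block were run as an alternative. In a principal component analysis of the tested genes, the first component (47.4% of the variance) placed replicate 2 above replicate 1 in 4 of 4 groups, and the second (29.6%) separated libraries with acetate from those without. The first component does not follow the replicate alone. It also placed each *ΔwatR* library above the wild-type library of the same condition and replicate number. Each library with acetate lay below its counterpart before acetate on it, with differences of -22.1 to -4.26. The smORFs *watS1* to *watS4* are homologous, and the strand option of the counting is not named in the paper's text, so values of these smORFs and of genes that overlap them are uncertain. Genes are called neighbours by their locus numbers. The annotation of another assembly matched none of the locus numbers and was not used. ChIP-seq, qRT-PCR and growth data were not analysed here.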

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

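The tests of 1 library, neighbouring genes, the operon's other genes and run-on transcription in this part were chosen after the results were seen, unlike the limma contrasts, their alternatives and the test of scaling. The acetate response differed between the strains for *watS5*, AYM39_RS08535 and *watS2*, by 4.45, 3.89 and 3.14 on the log2 scale, which is what singled these genes out (limma interaction term, adjusted p = 0.0291, 0.0291 and 0.0384). In wild type each of the 3 rose in both replicates, whereas in *ΔwatR* the replicates with acetate lay on both sides of the values before acetate for *watS5* and *watS2*. A single library as the source is argued against, since the lowest of the differences with each library left out was 2.78. The calls themselves depend on which library is left out: all 3 were called without either *ΔwatR* library with acetate, and none was called without any 1 wild-type library or *ΔwatR* library before acetate (adjusted p up to 0.252, 0.252 and 0.413), and *watS2* was not called in limma without the trend either (adjusted p = 0.0553). Scaling of the libraries is argued against by the 58 ribosomal protein genes, with a median difference of 0.070. Reads of neighbouring genes are argued against as well: the largest difference among the genes drawn beside *watS5* and *watS2* and those with locus numbers adjacent to AYM39_RS08535 was 1.15. Dependence on the replaced operon is the biological explanation that the design gives, and it remains a hypothesis. From these RNA-seq libraries the part of *watR* in it cannot be told apart from that of *smtM* and *rstM*, which were listed at 0 in the same 4 libraries that lack *watR*. The paper holds other evidence for WatR, which was not analysed here. Its ChIP-seq gave WatR-binding peaks that Table S5 reassigns to *watS2* and *watS5*, and Fig. 5B marks WatR-binding sites in their promoters. No peak is listed for AYM39_RS08535. Reads shared between *watS2* and its homologues stay open, untested.

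AYM39_RS21145, which encodes the GTPase TypA and is not discussed in the paper, was higher in *ΔwatR* with acetate by 1.52 on the log2 scale (standard error 0.21, limma adjusted p = 0.0436). Its normalized counts were 5629.5 and 6420.5 in wild type before acetate, 3486 and 5118 in wild type with acetate, 14282 and 15032 in *ΔwatR* before acetate and 11097 and 13205 in *ΔwatR* with acetate. The difference before acetate, 1.29, was not called (adjusted p = 0.108) except with the replicate number as a block and in a fit of the 4 libraries before acetate alone (adjusted p = 0.00932 and 0.0158, in a range over the alternatives of 0.00932 to 0.134). With acetate the gene was not called in a fit of those 4 libraries alone (adjusted p = 0.307), and with each library left out in turn it was called in 2 of 8 fits, without wild-type replicate 2 with acetate and without *ΔwatR* replicate 1 with acetate (adjusted p up to 0.235 in the other fits). A single library as the source is argued against, since the lowest difference over both conditions was 1.19. The gene follows the replaced operon in locus number. Transcription running on from the operon's replacement cannot be told apart from other explanations. The next gene, AYM39_RS21150, had a smaller difference in both conditions of 0.46 (not called, adjusted p = 0.481), while AYM39_RS21125, before the operon, had -0.24 and -0.46, a scatter as large. Regulation by the deleted operon stays open, untested.

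AYM39_RS04815, which encodes an NAD(P)/FAD-dependent oxidoreductase and is not discussed in the paper, was higher in *ΔwatR* with acetate by 1.59 (standard error 0.18, limma adjusted p = 0.0244), with normalized counts of 1526 and 1423 in wild type before acetate, 1052 and 1419 in wild type with acetate, 1780.4 and 1907 in *ΔwatR* before acetate and 3317 and 4077 in *ΔwatR* with acetate. It was not called in a fit of the 4 libraries with acetate alone (adjusted p = 0.306, in a range over the alternatives of 0.00262 to 0.306), and with each library left out in turn it was called in 2 of 8 fits, without wild-type replicate 2 with acetate and without *ΔwatR* replicate 1 with acetate (adjusted p up to 0.17 in the other fits). A single library as the source is argued against by the lowest difference, 1.37. The difference before acetate was 0.32 (adjusted p = 0.637), and the interaction term, -1.27, did not pass (adjusted p = 0.629). The next gene by locus number, AYM39_RS04820, named after its values were seen, had a difference with acetate of 1.29 (adjusted p = 0.152). An effect of the deleted operon stays open, untested.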

How the results depend on the processing

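Of the tests in this part, the one that counts the pump genes as transporters was chosen after the results were seen. The set of Table S5 genes without the 5 reannotated genes and with the correlation estimated was not set earlier either. The others were set earlier. The cause was not tested for any of the changes below, except that unadjusted p relaxes the threshold and left-out libraries leave fewer samples. edgeR's quasi-likelihood test and DESeq2 on whole reads, also named beforehand, were not run. When 1 library of a group is left out, the remaining one is assumed to vary like the other groups.

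The numbers of called genes kept within 1.5-fold of the main count with pseudocounts of 0.25 and 4, no filter (4588 genes), a mean of at least 50 (4424 genes), TMM scaling and limma without the trend, for all 5 contrasts. With the replicate block, 86 genes were called for acetate in wild type, 104 for acetate in *ΔwatR*, 27 for *ΔwatR* before acetate and 44 for *ΔwatR* with acetate, against 51, 68, 3 and 15, and the interaction kept 3. These calls held every gene of the main counts. With the 4 libraries of each contrast alone, 7 genes were called for acetate in *ΔwatR*, 20 for *ΔwatR* before acetate and 4 for *ΔwatR* with acetate. At unadjusted p there were 97, 113, 34 and 67, and 31 for the interaction. Leaving out each library in turn gave from 7 (without wild type before acetate replicate 2) to 70 genes for acetate in wild type, from 1 (without either library of *ΔwatR* before acetate) to 80 for acetate in *ΔwatR*, from 3 to 9 for *ΔwatR* before acetate, from 4 to 99 (without *ΔwatR* acetate replicate 1) for *ΔwatR* with acetate, and from 0 to 6 (also without *ΔwatR* acetate replicate 1) for the interaction.

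Genes with reduced induction stayed between 8 and 14 over the alternatives, and with each library left out between 3 (without wild type before acetate replicate 2) and 12. Genes with reduced repression, 0 in the main analysis, were 2 with the replicate block, 2 at unadjusted p, 1 with the 4 libraries of the contrast alone, and 0 to 1 with each library left out. The transporter result did not pass under any alternative set earlier, and its direction stays undecided. The main odds ratio was above 1, while camera at the preset inter-gene correlation (p = 0.788) and fry (p = 0.872) pointed to lower values, far from passing. The odds ratio was under 1 in the Fisher test without wild type before acetate replicate 1 (p = 1), without wild type acetate replicate 1 (p = 0.769), without wild type acetate replicate 2 (p = 1) and without *ΔwatR* before acetate replicate 1 (p = 0.799148) or replicate 2 (p = 0.799221), but these fits called only 7 to 23 genes higher, too few to show a direction. The lowest p of the left-out fits was 0.294. Counting *watA*, *watB* and *watO* as transporters, which was chosen after seeing the values, brought it under the threshold (Fisher exact test, p = 0.0249). The chaperone result kept its side of the threshold except without wild type before acetate replicate 2, where only 2 genes were called lower, none of them a chaperone (Fisher exact test, p = 1), and its lowest p with a library left out was 5.12e-10. The set of Table S5 genes kept its side of the threshold for acetate in wild type with each planned choice changed alone (p between 0.00101 and 0.0420 over the alternatives), but not without the 5 reannotated genes and with the correlation estimated together (p = 0.0519), a combination that was not set earlier. For the difference between strains it passed with fry, which takes the correlation between genes from the data (p = 0.0328), and under no other alternative (p up to 0.372, and 0.391 without the 5 genes and with the correlation estimated).

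Of 101 values of named genes, all kept their direction and call with both pseudocounts, both filters and TMM scaling. The replicate block turned 11 into calls and left 90, limma without the trend lost 5 calls, and unadjusted p added 27. Of the 79 values fitted with the 4 libraries of the contrast, 60 stayed, 12 lost their call and 7 gained one. Of 808 values with a library left out, 641 stayed, 133 lost their call, 17 gained one and 16 uncalled values moved by more than 1 standard error. One direction reversed: *watS4* with acetate in *ΔwatR* was -0.044 without *ΔwatR* acetate replicate 1 and 0.63 without *ΔwatR* acetate replicate 2. Values within 1 standard error of 0 that were not called were given no direction. Depth limits the genes with the lowest values, of which 8 fell below the mean of 10 and were not tested in the main analysis.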

Differences from the paper's values

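Table S6 of the paper marks 2 acetate-repressed genes as repressed less in *ΔwatR* (the paper's count), whereas 0 were counted here. Of the 17 alternatives set before the data were examined, 2 gave the paper's count, the replicate block and unadjusted p, and the others did not. The genes in question, AYM39_RS18690 and AYM39_RS18695, fell in wild type in the paper and here, but were not called here over all genes (limma adjusted p = 0.0970 and 0.0508). AYM39_RS18690 was called without wild type acetate replicate 2, and AYM39_RS18695 with the 4 wild-type libraries alone and without either library of *ΔwatR* with acetate.

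For AYM39_RS13560 the paper's log2 fold change with acetate in wild type is 2.986 (Table S6), against 1.11 here (standard error 0.30). The authors' comparison table, which lists no smORFs, holds the paper's value, whereas in the matrix used here *watS5* is listed apart and the mean of this gene is lower by 69.7%. Of the 17 alternatives set before the data were examined, 0 came within the larger error. The gene is not called here except at unadjusted p. Of the 154 log2 values in Table S6, this was the 1 that differed, and the median absolute difference was 0.0172.

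The paper states that transporters were highly represented among the induced genes. Here 4 of the 34 called genes were transporters by the words in their product names (one-sided Fisher exact test, p = 0.192), which leave out *watA* and *watB*. With *watA*, *watB* and *watO* counted as transporters, chosen after seeing the values, 6 of 34 were (Fisher exact test, p = 0.0249). The chaperones, of which the paper states the same among the repressed genes, were 5 of 17 here (p = 1.88e-08).

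The paper states that acetate raised *gltA1* depending on WatR. Here it rose 1.75-fold in wild type and 1.51-fold in *ΔwatR*, and the interaction term was 0.21 (standard error 0.36).

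The paper states that *watO* was induced by acetate in wild type and not in *ΔwatR*. Here its log2 change was 0.22 in wild type and 0.25 in *ΔwatR* (limma adjusted p = 0.573 and 0.396). For *watP*, *watA* and *watB* the direction was the paper's, with changes of 1.09, 1.43 and 1.22 in wild type.

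The paper states that the smORFs were higher in *ΔwatR* before acetate. The direction was the same here for all 5, but none was called over all genes. With the replicate block, with the 4 libraries before acetate alone, at unadjusted p and without either library of *ΔwatR* with acetate, *watS1*, *watS2*, *watS3* and *watS5* were called.

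With acetate, the paper states that the smORFs were higher in wild type than in *ΔwatR*. Here *watS2* and *watS5* were called, and *watS4* was called with the replicate block, at unadjusted p and without *ΔwatR* acetate replicate 1. For *watS3* the difference of *ΔwatR* from wild type was -0.64 (standard error 0.17), in the paper's direction but not called. For *watS1* it was -0.11 (standard error 0.26), within 1 standard error of 0.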

Other observations

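Among the tests in this part, those of variation between cultures for the stretch of genes, of scaling for the flagellar genes, of smORF reads counted to AYM39_RS13560, and of scaling and of a stronger response for the smORF replicates were chosen before their results were seen. The tests of 1 factor and of scaling for the stretch, of 1 library for the flagellar genes, of the strand and of the lost parts of the other genes beside the smORFs, of the qRT-PCR reference, of noise in the wild-type response and of 1 library for AYM39_RS18690 and AYM39_RS18695 were chosen after their results were seen.

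A stretch of 42 genes, all those tested with locus numbers from AYM39_RS03965 to AYM39_RS04190, named after its values were seen, was lower in *ΔwatR* in every gene, both before acetate (median log2 difference -0.89) and with acetate (-1.04). The paper does not report it, and 69.0% of its genes are annotated as hypothetical proteins. In limma 4 of its genes were called with acetate, AYM39_RS03985, AYM39_RS04090, AYM39_RS04095 and AYM39_RS04150, with differences of -1.21, -1.37, -1.37 and -1.28, and 0 before acetate. In a fit of the 4 libraries with acetate alone, the whole contrast kept 4 of its 15 calls. Since *watR* was among them, not all 4 genes of the stretch kept their call. The lowest median of the other 4451 windows of equal length was -0.39. Scaling is argued against by the 20 genes on either side, whose median with acetate was -0.12. Variation between cultures is argued against, since the larger median difference between cultures of 1 strain was -0.27. A single factor for every gene, as fewer copies of the DNA or loss of the stretch in a part of the cells would give, cannot be told apart from different factors. The SD across the stretch was 1.63 times the median standard error, but 1.42 times their root mean square, on the other side of the limit of 1.5, and reads of its 3 transposase and integrase genes could come from other copies (1.54 without them). Regulation by the deleted operon stays open too and was not tested.

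In wild type, 48 flagellar genes were higher in culture 1 than in culture 2, with a median log2 difference of 0.57 before acetate (40 of 48 higher) and 0.61 with acetate (44 of 48). In *ΔwatR* the medians were smaller but had the same sign, 0.074 before acetate (34 of 48 higher) and 0.19 with acetate (37 of 48). The *fliE* gene (AYM39_RS13230) had normalized counts of 612 and 236 in wild type before acetate and 578 and 192 with acetate. One library as the source is argued against by the 0.61 found with acetate as well as before it, and scaling by the ribosomal protein genes, whose median was -0.099 with acetate and -0.51 before it. A difference between the cultures stays open, and the design gives no biological explanation that was tested.

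The values of 8 genes beside the smORFs were lower in the matrix than in the authors' comparison tables by more than 1%, a tolerance set after the values were seen. A candidate explanation is that reads of the smORFs had been counted to the neighbouring genes. For AYM39_RS13560, in line with it, the part lost rose with acetate in wild type by 4.82 on the log2 scale, close to the 4.52 of *watS5*. Of the 7 other genes, 2 had a lost part within 1 of its smORF, AYM39_RS00605 (2.58) and AYM39_RS19615 (2.32). The others, named after their values were seen, had 1.90 (AYM39_RS02235), 0.57 (AYM39_RS07490), 0.12 (AYM39_RS07485), -0.55 (AYM39_RS02245) and -0.66 (AYM39_RS00610). The lost parts are inferred from the authors' mean and ratios and are small for these genes, so for the 7 the explanation stays undecided. Of the 8 genes, 5 lie on the strand opposite to the smORF in Fig. 5A, as counting without regard to strand could give.

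AYM39_RS15615, which the paper names *mxaF* and uses as the qRT-PCR reference, is annotated in the deposited tables as the methanol oxidation protein MoxJ. Its log2 change with acetate was -0.59 in wild type (standard error 0.17, limma adjusted p = 0.208) and -0.19 in *ΔwatR*. Relative to it, *gltA1* rose 2.63-fold in wild type, against 1.75-fold on its own. In *ΔwatR* these values were 1.73-fold and 1.51-fold. In the authors' DESeq2 comparison its log2 change in wild type was -0.58 (DESeq2 adjusted p = 0.0203). AYM39_RS15605, named after its values were seen, is annotated as methanol dehydrogenase. Its log2 change in the same comparisons was -0.17 in wild type (DESeq2 adjusted p = 0.749) and -0.13 in *ΔwatR* (DESeq2 adjusted p = 0.744). Table S3 lists no primers for the reference, so which of these genes was measured stays open. Whether a fall of the reference raised the folds measured by qRT-PCR could not be decided. The fall did not pass in limma, and the qRT-PCR data were not analysed here.

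In *ΔwatR* with acetate, the 5 smORFs were higher in replicate 1 than in replicate 2, by a median of 0.72 on the log2 scale (0.42 to 1.09). A stronger acetate response in replicate 1 is argued against: the 40 genes called higher with acetate in *ΔwatR* had a median of -0.41, with 9 of 40 higher in replicate 1. Scaling is argued against by the ribosomal protein genes in the same libraries, with a median of -0.44. No biological explanation was tested.

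The 10 genes with reduced induction were compared with noise in the wild-type response as their source. Simulated data with no strain difference gave a mean of 3.86 and at most 9 such genes, but a simulation does not exclude noise, which stays open for the 7 genes whose interaction term did not pass.

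AYM39_RS18690 and AYM39_RS18695 fell with acetate in wild type and not in *ΔwatR* beyond their error. A single library as the source is argued against, as the difference between strains nearest to 0 with each library left out was -1.56, although the interaction term passed for neither gene (limma adjusted p = 0.766 and 0.999). The genes before them by locus number, AYM39_RS18670 to AYM39_RS18685, moved the other way. AYM39_RS18680, a sulfate adenylyltransferase gene, rose by 3.12 in *ΔwatR* (adjusted p = 0.00816) and 1.59 in wild type (adjusted p = 0.0503), and AYM39_RS18675 by 2.82 (adjusted p = 0.00816) and 1.16 (adjusted p = 0.168). Neither was called in *ΔwatR* without either of its libraries before acetate (adjusted p up to 0.0851 for AYM39_RS18680 and 0.0868 for AYM39_RS18675). In wild type AYM39_RS18680 was called with the culture as a block and without wild-type replicate 1 with acetate (adjusted p = 0.0109 and 0.0123). AYM39_RS18670 and AYM39_RS18685, named after their values were seen, rose by 2.72 and 1.94 in *ΔwatR*, against 1.10 and 1.46 in wild type.

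Other large changes with acetate in *ΔwatR* were those of AYM39_RS17295, an MCE family protein (2.95, against 2.79 in wild type), and of the helicase gene AYM39_RS17595 (-2.65, against -1.39). Neither was called in *ΔwatR* without either of its libraries before acetate (adjusted p up to 0.0851 and 0.0868) or in a fit of the 4 libraries of this strain alone (both with adjusted p = 0.0504). The responses of both strains correlated across the tested genes with r = 0.73, and genes are not independent replicates. Of the genes called in the 4 contrasts of groups, 2 of 51, 23 of 68, 0 of 3 and 6 of 15 are not named or listed in the paper or its Table S6.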
